# The Co-factor of LIM Domains (CLIM/LDB/NLI) Maintains Basal Mammary Epithelial Stem Cells and Promotes Breast Tumorigenesis

**DOI:** 10.1371/journal.pgen.1004520

**Published:** 2014-07-31

**Authors:** Michael L. Salmans, Zhengquan Yu, Kazuhide Watanabe, Eric Cam, Peng Sun, Padhraic Smyth, Xing Dai, Bogi Andersen

## Abstract

Mammary gland branching morphogenesis and ductal homeostasis relies on mammary stem cell function for the maintenance of basal and luminal cell compartments. The mechanisms of transcriptional regulation of the basal cell compartment are currently unknown. We explored these mechanisms in the basal cell compartment and identified the Co-factor of LIM domains (CLIM/LDB/NLI) as a transcriptional regulator that maintains these cells. Clims act within the basal cell compartment to promote branching morphogenesis by maintaining the number and proliferative potential of basal mammary epithelial stem cells. Clim2, in a complex with LMO4, supports mammary stem cells by directly targeting the *Fgfr2* promoter in basal cells to increase its expression. Strikingly, Clims also coordinate basal-specific transcriptional programs to preserve luminal cell identity. These basal-derived cues inhibit epidermis-like differentiation of the luminal cell compartment and enhance the expression of luminal cell-specific oncogenes ErbB2 and ErbB3. Consistently, basal-expressed Clims promote the initiation and progression of breast cancer in the MMTV-PyMT tumor model, and the Clim-regulated branching morphogenesis gene network is a prognostic indicator of poor breast cancer outcome in humans.

## Author Summary

Recent advancements in mammary gland biology demonstrate conflicting models in maintenance of basal and luminal cell compartments by either unipotent or bipotent mammary stem cells. However, the molecular mechanisms underlying control of the basal cell compartment, including stem cells, remain poorly understood. Here we explore the currently unknown transcriptional mechanisms of basal stem cell (BSC) maintenance, in addition to addressing the role of the basal cell compartment in preserving luminal cell fate and promoting development of human breast tumors of luminal origin. We discover a novel function for the Co-factor of LIM domains (Clim) transcriptional regulator in promoting mammary gland branching morphogenesis and breast tumorigenesis through maintenance of the basal stem cell population. The transcriptional networks coordinated by Clims in basal mammary epithelial cells also preserve the identity of luminal epithelial cells, demonstrating a crosstalk between these two cellular compartments. Furthermore, we correlate developmental gene expression data with human breast cancer to investigate the role of developmental pathways during the initiation and progression of breast cancer. The gene regulatory networks identified during development, including those specifically coordinated by Clims, correlate with breast cancer patient outcome, suggesting these genes play an important role in the progression of breast cancer.

## Introduction

Mouse mammary gland morphogenesis begins during mid-gestation with the development of two bilateral epithelial ridges along the ventral epidermis that form invasive, multipotent stem cell-enriched placodes migrating into the underlying mesenchyme, later branching to form a rudimentary ductal tree by birth. The structure remains relatively quiescent until hormonal stimuli at puberty initiate the formation of stem cell-enriched terminal end buds (TEBs) that rapidly proliferate and invade into the mammary fat pad, frequently bifurcating to generate a ductal network. The resulting ducts consist of luminal epithelial cells surrounded by a basal myoepithelial cell layer. Basal and luminal cells communicate signals to each other through paracrine and direct cell-cell interactions to regulate proper morphogenesis [1], [2]; the nature of these complex cell-cell interactions remains to be fully defined.

Mammary stem cells (MaSCs) coordinate ductal morphogenesis and homeostasis of the luminal and basal cell compartments in the adult mammary gland. Two models have been proposed for the function of MaSCs in the mammary gland: either committed unipotent luminal and basal epithelial stem cells maintain their respective compartment [3], or bipotent MaSCs in the basal cell compartment give rise to both lineages [4]. CD49f^Hi^CD29^Hi^CD24^+^ basal epithelial cells maintain a small population of basal stem cells (BSCs) with the potential to regenerate a functional mammary gland [5], [6], while luminal stem cells (LSCs), enriched in the CD49f^L^°CD29^L^°CD24^+^ luminal epithelial cell population, maintain unipotent potential to preserve the luminal cell population [3], [4] and cannot regenerate the mammary gland. Transcription factors that control the maintenance of stem cells and lineage specification along the mammary epithelial cell (MEC) hierarchy are best characterized in the luminal cell compartment [7]. However, the current knowledge of transcriptional regulation of BSCs and their differentiation is limited.

The LIM domain, a tandem zinc finger motif that serves as an interface for protein-protein interactions, is found in a variety protein families, including the LIM-homeodomain (Lhx) and LIM-only (LMO) transcription factors [8]. Originally discovered as a co-activator of Lhx and LMO [9]–[12], the co-factor of LIM domains (CLIM/LDB/NLI) coordinates the organization of transcriptional complexes through two key regulatory domains: the amino-terminal homodimerization domain and the carboxy-terminal LIM-interacting domain (LID) [9], [13], [14]. Additionally, Clims can associate with other DNA-binding proteins, including GATA, bHLH, and Otx family members [15], [16]. It is through these higher order transcriptional complexes that Clims mediate enhancer-promoter interactions to influence gene regulation [17]–[19]. The Clim family consists of two highly conserved members: the ubiquitously expressed *Clim2* (*Ldb1*/*Nli*), and the more regionally expressed *Clim1* (*Ldb2*) [10]. Germline deletion of *Clim2* in the mouse causes embryonic lethality by day 9.5 [20], while *Clim1* knockout mice display no developmental defects (as indicated by the Mouse Genome Informatics website) possibly due to compensatory effects by Clim2. The function of Clims in mammary gland development has not been investigated. However, in breast cancer, Clim expression correlates with estrogen receptor (ER) positivity where Clims are involved in coordinating transcriptional networks through ERα [21].

Because of the lethality of germline *Clim2* deletion and the possible overlap in function between Clim1 and Clim2, we investigated the role of Clims in the mammary gland using the Keratin 14 (K14) promoter to express a dominant-negative Clim (DN-Clim), consisting of the highly conserved LID fused to a nuclear localization signal and Myc-tag [22], directing its expression to basal MECs. The DN-Clim molecule, which targets all Clim family members, interacts with LIM domain proteins through the LID, but lacks the dimerization domain essential for coordinating enhancer-promoter interactions [18], thereby inhibiting Clim-mediated transcriptional regulation. Using the K14-DN-Clim mouse model we discovered novel transcriptional regulatory programs coordinated by Clims in the basal cells of the mammary gland that promote branching morphogenesis through the maintenance of BSCs, in addition to controlling basal cell-derived transcriptional programs that preserve luminal cell identity. Transcriptional networks within the stem cell-enriched TEB and differentiated duct correlate with human breast cancer gene expression and patient outcome in an opposing fashion; a significant proportion of these networks are regulated by Clims. Furthermore, Clim-mediated transcriptional machinery in the basal cell population permits tumor initiation and progression in the MMTV-Polyoma Middle T (PyMT) breast cancer model. Altogether, these data describe novel mechanisms of transcriptional regulation in BSCs and their role in breast cancer.

## Results

### Clims promote mammary gland branching morphogenesis

Among the two Clim family members, *Clim2* is preferentially expressed throughout mammary development (Figure 1A), localized to basal and luminal MECs (Figure 1B–C, S1A). To study the role of Clims in MECs we used the K14-DN-Clim mouse model, targeting DN-Clim expression to the K14-positive basal MECs, as indicated by Myc-tagged DN-Clim expression (Figure 1D). DN-Clim is only expressed in basal cells of ducts and TEB cap cells with rare expression in the TEB body cells, consistent with K14 expression in a subset of these cells [23].

**Figure 1:**
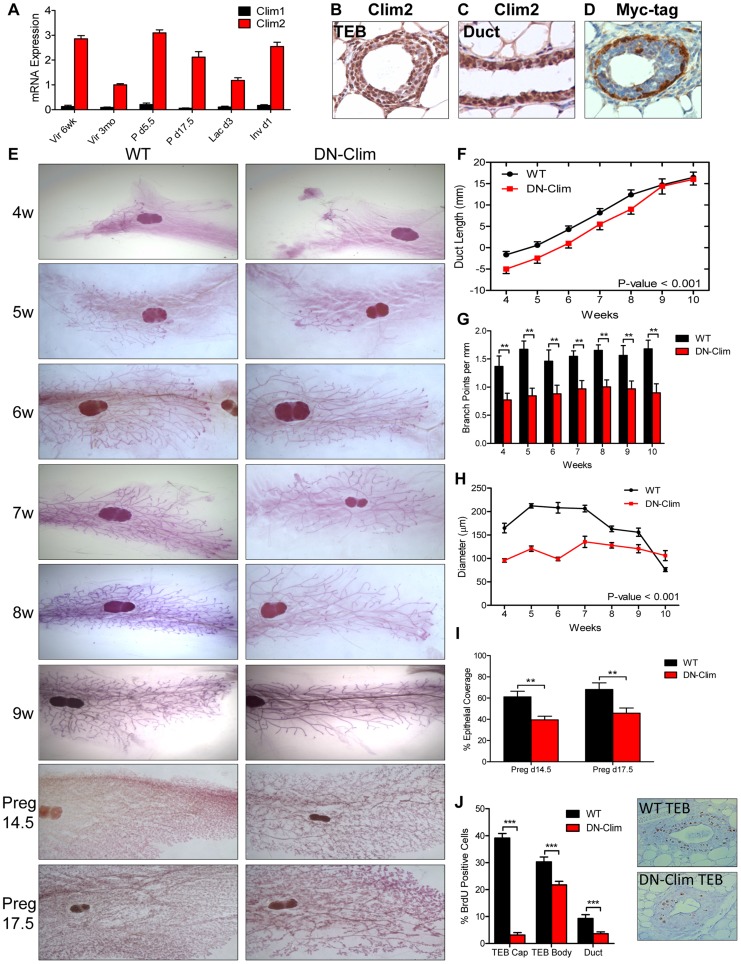
Clims promote branching morphogenesis and proliferation. (A) Clim2 mRNA is predominantly expressed over Clim1 throughout mammary gland development. Gene expression is normalized to 18s mRNA. (B–C) IHC showing expression of Clim2 in the (B) TEB and (C) duct in mammary glands from 6 week old mice. Clim2 expression is observed in basal and luminal cells, with slightly higher expression in basal cells. (D) IHC detecting the Myc-tag of DN-Clim demonstrates expression in the K14-positive basal layer of mammary glands from 6 week old mice. (E) Whole mount analysis of mammary glands throughout branching morphogenesis and pregnancy demonstrates defective branching morphogenesis and TEB maintenance in DN-Clim mammary glands. Images are representative of at least three mice per time point. (F) Mean ductal penetration of the three longest ducts throughout branching morphogenesis indicates a delay in DN-Clim ductal penetration. Data are normalized using the center of the lymph node as the central reference point. P-value derived from repeated measures ANOVA. (G) Mean number of branch points for the three longest ducts normalized to the length of the duct (mm) indicates reduced branching frequency in DN-Clim mammary glands. ** P-value<0.01 determined by Student's t-test. (H) TEB diameter (µm) is reduced in DN-Clim mammary glands throughout branching morphogenesis. P-value derived from repeated measures ANOVA. (I) Proportion of pregnancy stage mammary fat pad filled with epithelial tissue demonstrates a reduced epithelial density in DN-Clim mammary glands. ** p-value<0.01 determined by Student's t-test. (J) Proportion of BrdU positive cells in TEB (cap and body cells) and duct cells is reduced in DN-Clim mammary glands. Representative images of the TEB are shown. *** p-value<0.01 determined by Student's t-test. Quantification for A, F-J represent mean ± SEM for at least three mice.

Abnormalities in branching morphogenesis of DN-Clim mammary glands appear as early as 4 weeks of age and continue through adulthood and late pregnancy (Figure 1E), featuring delayed ductal elongation, reduced branching frequency, and smaller TEBs (Figure 1F–H). While the delayed ductal penetration dissipates by early adulthood, the reduced branching frequency and smaller TEBs persist throughout development. Apart from the reduction in size, the TEBs of DN-Clim mammary glands appear to be morphologically normal. While branching morphogenesis is typically completed by week 10, as denoted by the absence of TEBs, small DN-Clim TEBs persist beyond 10 weeks of age (Figure 1H). Collectively, these data demonstrate an important role for basal cell-expressed Clims in mammary gland branching morphogenesis through enhancement of ductal penetration, branching frequency, and TEB size.

During pregnancy, DN-Clim mammary glands at day 14.5 and 17.5 exhibit reduced epithelial density (Figure 1E and 1I); however, this could be a result of the low ductal density prior to pregnancy, rather than defective side branching and alveologenesis. Additionally, while DN-Clim females produce litters comparable in size to normal mice, they can only support a limited number of pups beyond postnatal day 2 (Figure S1B), likely due to decreased milk availability from the underdeveloped mammary epithelial tree, as the surviving pups from DN-Clim females grow at a normal rate (Figure S1C) and wild type lactating females can support full litters derived from DN-Clim females. Thus, Clims are required for a fully functional lactating mammary gland.

### Clims maintain cell proliferation during branching morphogenesis

To determine the cellular mechanism for impaired mammary gland development in DN-Clim mice we measured bromodeoxyuridine (BrdU) incorporation in proliferating cells, observing significant decreases in BrdU^+^ cells in DN-Clim TEB and ducts (Figure 1J). Consistent with the expression pattern of DN-Clim in TEB cap cells, we observed the most drastic reduction of proliferation in the cap cells, while the body cells exhibit only a moderate, yet significant, decrease in proliferation. The fact that TEB body cells, which rarely express DN-Clim, have reduced proliferative potential suggests a non-autonomous mechanism of Clim-mediated cell proliferation through signals that originate from the cap cells. Thus, Clims promote proliferation in both the TEB and duct during branching morphogenesis.

### Gene sets differentially expressed in the TEB and duct represent distinct developmental functions during branching morphogenesis and are differentially expressed in breast cancer subtypes

The current knowledge of the molecular mechanisms that regulate branching morphogenesis is limited, especially regarding the transcriptional programs within the stem cell-enriched TEB and differentiated duct structures. 

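The terminal end bud (TEB) is the growing tip of the pubertal mammary duct, and the duct is the part of the tree that it leaves behind. DN-Clim mice express a dominant-negative form of the Clim cofactors from the keratin 14 promoter, which is active in basal cells. Cells of each structure were cut out of gland sections with a laser, and the RNA of each sample was hybridized to 1 Affymetrix Mouse Gene 1.0 ST array. WT mice gave 3 TEB and 3 duct arrays at 4 weeks and at 6 weeks, and 2 of each at 8 weeks and at 10 weeks. DN-Clim mice gave 3 of each at 4, 8 and 10 weeks and 2 of each at 6 weeks, which makes 42 arrays. The mice of an age are littermates, so age and litter cannot be told apart. TEB and duct arrays of the same genotype, age and replicate number were treated as 1 mouse, which the paper's text does not state. For WT duct replicate 2 at 8 weeks and at 10 weeks, the sample labels name the duct in one field and the TEB in another, and both arrays were taken as duct.
The deposited values are intensities per probe set on a linear scale, computed by the authors with PLIER, whose version is not given in the sources used here. Median intensity ranged from 184 to 221 over the arrays other than WT TEB replicate 1 at 6 weeks. That array had a median of 156, 9.53% of its probe sets under an intensity of 1, and a median correlation of 0.815 with the other laser capture arrays. Values under 1 were set to 1 and log2 was taken. Probe sets under 200 on every array were left out, as in the study, which kept 22693 of them. For each gene the probe set with the highest mean was used, giving 13362 genes. Groups were compared with limma, with a variance trend and Benjamini-Hochberg adjustment, and genes were counted at an adjusted p under 0.05. The number of arrays limits the precision.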

To elucidate these transcriptional programs, and specifically those controlled by Clims, we profiled gene expression in TEB and duct cells from wild type (WT) and DN-Clim mice, using laser capture microdissection to isolate these structures from four, six, eight, and ten week old mice. 

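Clim2 and Clim1 are the products of Ldb1 and Ldb2, cofactors that bind the LIM domains of transcription factors. In WT TEBs the mean intensity of Ldb1 was 2998 ± 51.2 (SD, n = 3) at 4 weeks and 3788 ± 117 (SD, n = 2) at 10 weeks. That of Ldb2 was 285 ± 17.6 (SD, n = 3) and 748 ± 129 (SD, n = 2) at the same ages. In WT ducts, Ldb1 measured 3702 ± 232 (SD, n = 3) at 4 weeks and 3820 ± 547 (SD, n = 2) at 10 weeks, and Ldb2 453 ± 91.3 and 904 ± 572. Different probe sets bind with different strength, so the intensities of Ldb1 and Ldb2 stand side by side and do not give a ratio of their RNA. Ldb2 changed with age in TEBs, from a log2 mean of 8.15 at 4 weeks to 9.77 at 8 weeks (adjusted p = 0.0014 from limma's F test over the 4 ages). In ducts its adjusted p was 0.052 from the same test, and that of Ldb1 was 0.32 in TEBs and 0.75 in ducts. Between WT TEB and duct, Ldb1 had a log2 fold change of −0.15 (standard error 0.06, adjusted p = 0.306 from limma) and Ldb2 of −0.14 (standard error 0.13, adjusted p = 0.754). Of 9 measured Clims, LIM-only factors and SSBP partners, none passed the test between TEB and duct, nor when adjusted over the list alone.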

Consistent with its preferential expression during branching morphogenesis, *Clim2* was expressed higher than *Clim1* in both the TEB and duct cells (Figure S2A).

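In TEBs and ducts of WT mice, genes of cell division were highest at 4 weeks and the markers of vessels, macrophages and fat that changed were highest at 8 or 10 weeks. Of 37 measured genes of the cell cycle and DNA replication, 35 changed with age in TEBs and 36 in ducts (35 and 37 when adjusted over the list alone), and every one that passed over all genes had its highest mean at 4 weeks. Mki67, a marker of dividing cells, fell in TEBs from a log2 mean of 11.42 at 4 weeks to 7.97 at 10 weeks (adjusted p = 0.0079 from limma's F test) and in ducts from 10.47 to 7.62 (adjusted p = 0.0054). Muc16, a membrane mucin, rose in TEBs from 3.67 at 4 weeks to 9.03 at 8 weeks (adjusted p = 0.002) and in ducts from 3.94 to 9.66 (adjusted p = 8.3e-05). Of 30 genes of ribosome biogenesis, 25 changed in TEBs, each highest at 4 weeks, and 19 in ducts, 14 of them highest at 4 weeks and 5 at 6 weeks (27 and 24 over the list alone).
Other cell types moved with age in the same samples. Of 16 endothelial markers, 14 changed in TEBs, 12 of them highest at 8 weeks, and 12 in ducts, highest at 8 weeks or 10 weeks (15 and 16 over the list alone). Of 12 macrophage markers, 9 changed in TEBs and 7 in ducts (10 in each over the list alone), all highest at 8 weeks. Of 14 adipocyte markers, 10 changed in TEBs and 12 in ducts (11 and 13 over the list alone), none highest at 4 or 6 weeks. Of 18 fibroblast and matrix markers, 12 changed in TEBs, 8 of them highest at 8 weeks, and 13 in ducts, 8 of them highest at 4 weeks (15 and 17 over the list alone). In all, 3416 genes changed with age in TEBs and 3291 in ducts, with 2094 in both lists. Of these genes, 1840 were highest at 4 weeks in TEBs and 1217 in ducts. The count in TEBs was 2076, 1869 and 1610 without WT TEB replicates 1, 2 and 3 at 4 weeks. The count in ducts was 1932 without WT duct replicate 3 at 4 weeks, 1447 and 1299 without replicates 1 and 2 at 8 weeks, and 989 without the 2 WT duct arrays whose labels conflict. Over the other 3 ages the count was 5792 in TEBs without the 6-week arrays and 1252 in ducts without the 8-week arrays.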

To define developmentally regulated genes over the time course we applied the Bayesian Estimation of Temporal Regulation (BETR) algorithm [24] identifying 8,030 and 6,488 probe sets (7,318 and 5,870 genes) temporally regulated in TEB and duct cells, respectively, with 1,313 TEB and 815 duct genes changing 1.5-fold or greater in two or more time points (Figure 2A–C, Dataset S1 and S2). 

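Averaged over the 4 ages, WT TEBs had lower levels of basal myoepithelial genes and of lactoferrin than WT ducts, while all 14 fat cell markers had higher means, with 1 past the test. Of 17 basal myoepithelial markers, 8 were lower in TEBs and none was higher (14 lower when adjusted over the list alone). They include the basal keratins Krt17, with a log2 fold change of −0.68 (standard error 0.10, adjusted p = 0.00527 from limma), and Krt5, with −0.52 (standard error 0.09, adjusted p = 0.0104), and smooth muscle actin (Acta2), with −0.27 (standard error 0.06, adjusted p = 0.0383). Krt5 had an adjusted p of 0.0518 without WT TEB replicate 2 at 10 weeks, and Acta2 of up to 0.145 without 1 array, the highest again without that array, and of 0.292 with arrays set to a common mean and variance. Of 13 milk and alveolar genes, 4 were lower (8 over the list alone), namely Ltf, with −1.46 (standard error 0.12, adjusted p = 3.18e-05), and the luminal progenitor genes Aldh1a3, Cd14 and Kit.
Of 37 genes of the cell cycle and DNA replication, 30 had higher means in TEBs, yet none passed the test, nor when adjusted over the list alone, and Mki67 had a log2 fold change of 0.19 (standard error 0.23, adjusted p = 0.813). Of the 14 adipocyte markers 1, Plin4, passed (7 over the list alone, and without WT TEB replicate 1 at 6 weeks 6 over all genes and 8 over the list alone). Of 13 pan-luminal markers, all had lower means and 1, Ehf, was lower (4 over the list alone). Without WT TEB replicate 1 at 6 weeks, 3 pan-luminal and 13 basal myoepithelial markers were lower over all genes. Tested as lists with camera at a preset correlation of 0.01, basal myoepithelial markers had a median log2 fold change of −0.30 (adjusted p = 1.07e-19), milk and alveolar genes −0.21 (adjusted p = 1.37e-06), pan-luminal markers −0.16 (adjusted p = 7.83e-06), adipocyte markers 0.23 (adjusted p = 2.03e-11) and cell cycle genes 0.09 (adjusted p = 0.00159). With an estimated correlation, the adjusted p was 0.0209 for basal myoepithelial markers and for milk and alveolar genes, 0.379 for pan-luminal markers, 0.117 for adipocyte markers and 0.735 for cell cycle genes.
In all, 117 genes differed, 26 higher and 91 lower in TEBs. With arrays set to a common mean and variance, 78 were higher and 94 lower, and with quantile normalization 202 and 219. At 4 weeks alone 444 genes differed, 218 higher and 226 lower. At 6, 8 and 10 weeks limma called 0, with 2353, 916 and 193 genes at an unadjusted p under 0.05. The count was 519 without WT TEB replicate 1 at 6 weeks and 26 without WT TEB replicate 2 at 10 weeks, 387 without the 6-week arrays and 36 without the 8-week arrays, 34 without the 2 WT duct arrays whose labels conflict, and 22 with no block for the mouse.

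**Figure D1:**
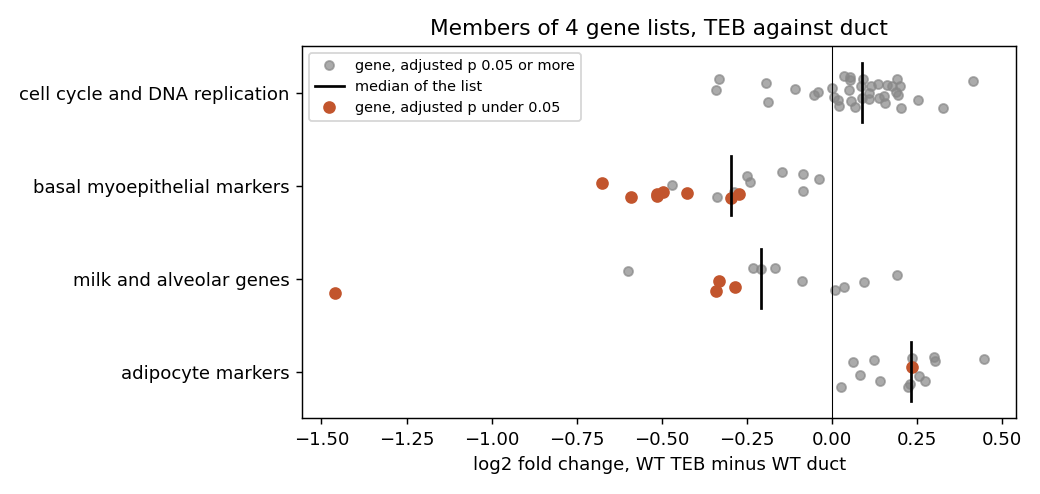
Log2 fold change between WT TEB and WT duct (horizontal axis) of each measured member of 4 gene lists, with 1 point per gene, the median of each list as a black bar and points spread vertically only to keep them apart. All 17 basal myoepithelial markers lie below 0 and all 14 adipocyte markers above it, while 30 of 37 cell cycle genes lie above 0 with no member past an adjusted p of 0.05.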

TEB genes are associated with proliferation, while the duct genes are associated with differentiation (Figure 2D–E). Because the TEB represents a stem cell-enriched population [25], and because of our direct comparison of TEB and duct cells, these gene signatures are representative of mammary stem cell and differentiated MECs, respectively.

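With limma's F test in place of BETR for a change with age, and a ratio of at least 1.5 between mean intensities at 2 or more ages, 16 genes were TEB signature genes and 26 were duct signature genes. The study took the fold after setting the data to unit variance, and with arrays and genes at unit variance, a setting chosen after the data were seen, 1140 and 551 genes passed. The genes named here are those by the ratio of intensities. Of 100 random divisions of the arrays within each age, the real one included, 36 gave as many TEB genes and 26 as many duct genes, so chance cannot be excluded for these counts. The TEB genes include Nrg1, a ligand of the ErbB receptors. Of 37 genes of the cell cycle and DNA replication, 0 were in the TEB signature and 1 in the duct signature. With so few genes in each signature, these counts do not decide whether cell cycle genes are enriched. The duct genes include Lgr5, a marker of stem cells, the basal keratin Krt17, the secreted Wnt inhibitor Sfrp4 and lactoferrin (Ltf). Of the 24 lists measured by more than 1 gene, none was enriched in either signature by Fisher's exact test after adjustment. Signatures this short leave enrichment undecided. Lgr5 was lower in TEBs than in ducts, with a log2 fold change of −1.07 (standard error 0.14, adjusted p = 0.00504 from limma), and it was the 1 called gene among 18 basal stem cell factors (4 lower when adjusted over the list alone). As a list these factors had a median of −0.11 (adjusted p = 0.00686 from camera, and adjusted p = 0.379 with an estimated correlation). Without WT TEB replicate 1 at 6 weeks, 3 of the 18 were lower. The TEB signature held more than 100 genes without WT duct replicate 1 at 10 weeks and 90 without WT TEB replicate 2 at 10 weeks. The duct signature ranged from 15 without WT duct replicate 2 at 8 weeks to 90 without WT TEB replicate 1 at 10 weeks, and it was 11 without the 6-week arrays and 8 without the 8-week arrays. From the enrichment of stem cells in the TEB and its direct comparison with the duct, the paper concludes that the TEB genes represent mammary stem cells and the duct genes differentiated cells.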

**Figure 2:**
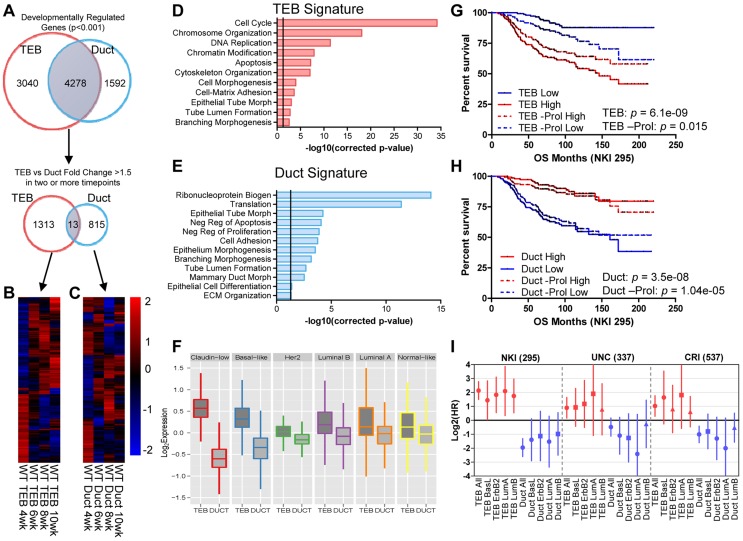
Developmental TEB and duct gene signatures derived from time course expression profiling predict breast cancer prognosis. (A) Identification of developmentally regulated genes with the BETR algorithm in TEB and duct cells over the time course of branching morphogenesis (4, 6, 8, and 10 weeks). TEB and duct signatures were further refined to by selecting genes with at least 1.5-fold expression change in at least two time points for each cell type. (B–C) Heat map of resulting (B) 1,313 TEB and (C) 815 duct gene signatures expressed at least 1.5-fold or greater in their respective cell type in at least two time points. (D–E) Biological processes associated with (D) TEB and (E) duct gene signatures. The TEB and duct signatures represent a proliferation and differentiation signature, respectively. Vertical line represents p-value at 0.05. (F) TEB and Duct signatures are differentially expressed in the molecular breast cancer subtypes. The TEB and duct signatures are more highly expressed in the poorly- and well-differentiated breast cancer subtypes, respectively. (G–H) Analysis of overall survival (OS) in NKI 295 cohort of patients classified into (G) TEB and (H) duct high and low expression groups based on median expression the respective gene signature, including the effects of removing proliferation genes (-Prol). High expression of the proliferative TEB signature confers poor prognosis, while high expression of the differentiated duct signature confers improved prognosis. P-value derived from Log-rank test. (I) Hazard ratios (HR) derived from overall survival analysis for TEB and duct signatures in the molecular subtypes of breast cancer in three separate data sets demonstrate similar trends observed in G–H. Red samples represent TEB signature and blue samples represent duct. Error bars represent 95% confidence interval; filled circles represent p-value<0.1, squares represent trends with p-value<0.25, and triangles represent non-significant changes with p-value>0.25.

The hyperproliferative and invasive nature of the TEB bears similarity to molecular properties observed in aggressive breast and other adenocarcinomas. In addition, poorly differentiated basal-like tumors are more aggressive and possess stem cell-like transcriptional characteristics compared to the differentiated luminal subtypes [26]. This prompted us to determine whether the less differentiated TEB and fully differentiated duct gene signatures can be used as predictors of prognosis in human breast cancer. Utilizing three data sets that profile the transcriptome and classify the intrinsic subtypes of primary human breast tumors [27]–[29] we found the TEB signature is highly expressed in the poorly differentiated claudin-low and basal-like breast cancer subtypes, while the duct signature is more highly expressed in the differentiated luminal subtypes (Figure 2F). High TEB signature expression predicted poor overall survival in breast cancer patients (Figure 2G). An opposite trend was observed with the duct signature (Figure 2H), suggesting the expression of differentiation genes suppresses tumorigenesis. These trends are also observed within the different subtypes of breast cancer (Figure 2I). Even after removal of proliferation genes, which significantly contribute to prognosis prediction [30], the TEB signature retains prognostic relevance, albeit with reduced power (Figure 2G). The duct signature, which is poorly enriched for proliferation genes, was relatively unaffected by removal of these genes (Figure 2H). Thus, these developmental signatures hold prognostic value in breast cancer and may be useful to identify novel genes of interest for understanding the biology of breast cancer in relationship to normal development.

### Clims regulate developmentally associated TEB and duct genes

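In DN-Clim TEBs and ducts, the mucosal glycoprotein genes Dmbt1 and Muc16 and the Wnt pathway genes Lgr5 and Wif1 were lower, and R3hdml, the cornified envelope gene Sprr1a and the early response genes Myc, Jun and Ier3 were higher. Dmbt1 had a log2 fold change of −2.90 (standard error 0.59, adjusted p = 0.0248 from limma) in TEBs and −2.89 (standard error 0.67, adjusted p = 0.0135) in ducts. Muc16 fell by 2.77 in TEBs (standard error 0.52, adjusted p = 0.0189) and by 2.38 in ducts (standard error 0.43, adjusted p = 0.00431). R3hdml rose by 2.20 in TEBs (standard error 0.21, adjusted p = 0.000129) and by 2.33 in ducts (standard error 0.13, adjusted p = 3.53e-08). Sprr1a rose by 1.89 in TEBs (standard error 0.32, adjusted p = 0.0124) and by 1.66 in ducts (standard error 0.31, adjusted p = 0.0051). Gsc, a homeobox transcription factor, rose by 1.34 in ducts (standard error 0.09, adjusted p = 1.51e-07). Of 25 immediate-early and heat shock genes, 3 were higher in TEBs and 3 in ducts, Myc, Jun and Ier3 each time (4 and 3 when adjusted over the list alone). As a list their median was 0.16 in both structures (adjusted p = 0.000306 in TEBs and 0.0582 in ducts from camera, and adjusted p = 0.362 in TEBs with an estimated correlation). The TEB call of Ier3 ended in 9 of 21 fits without 1 array, while those of Myc and Jun ended in none.
Averaged over the 4 ages, 155 genes differed in TEBs, 51 higher and 104 lower, and 1970 in ducts, 1139 higher and 831 lower. With arrays set to a common mean and variance, the split was 95 higher and 74 lower in TEBs and 930 and 1162 in ducts. With quantile normalization it was 127 and 132 in TEBs and 827 and 1083 in ducts, and with no filter on low values 45.1% of the duct genes were higher. By the study's rule of an unadjusted p under 0.01 and a 1.5-fold change at 2 or more ages, with the fold on the log2 scale of the intensities, 76 TEB genes and 133 duct genes passed with limma, and 201 and 299 with Cyber-T, the study's test. With arrays and genes at unit variance, as the study set them before taking the fold, limma gave 106 and 390 and Cyber-T 104 and 372. Of the duct genes by limma, 34 were higher and 93 lower on the first scale and 157 and 220 on the second, and the others passed at as many ages in one direction as in the other. At the unadjusted p under 0.001 of Text S1, limma gave 16 and 40. Of the genes at an adjusted p under 0.05, 46 were higher in both structures, where independent lists would share 4.35 (Fisher's exact test, p = 4.29e-44), and 74 were lower in both, where independent lists would share 6.47 (p = 4.83e-66). Genes are not independent, and TEB and duct come from the same mice. When mice of an age were divided at random into genotypes, lists of the same lengths shared a median of 31 higher and 52 lower genes. Of 100 such divisions, the real one included, 4 shared as many higher genes (up to 50 in the others) and 16 as many lower genes (up to 93), so the shared lower genes did not stand apart from divisions that share only the mice. The correlation of the fold changes in TEB and duct, across genes, was 0.772, and up to 0.733 in the other divisions. For the difference of the DN-Clim effect between TEB and duct, limma called 0 genes, with 1006 at an unadjusted p under 0.05. Without 1 array, the TEB count ran from 40 without DN-Clim TEB replicate 1 at 6 weeks to 325 without DN-Clim TEB replicate 3 at 8 weeks. The duct count ran from 722 without WT duct replicate 2 at 10 weeks to 2622 without DN-Clim duct replicate 1 at 10 weeks, and it was 229 without the 2 WT duct arrays whose labels conflict. Without the 8-week arrays 9 genes passed in TEBs and 109 in ducts, and the adjusted p of Dmbt1, Muc16 and Sprr1a lay between 0.104 and 0.28. In TEBs the adjusted p of Muc16 was 0.0504 to 0.0666 without any 1 WT array of 8 or 10 weeks, and that of Dmbt1 0.0514 to 0.0851 without WT replicate 1 or 2 at 8 weeks, WT replicate 1 at 10 weeks, DN-Clim replicate 2 at 4 weeks or DN-Clim replicate 1 at 6 weeks.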

To determine genes regulated by Clims during branching morphogenesis we used the CyberT algorithm [31] to define differentially expressed genes (DEGs) in the DN-Clim TEB and duct: 66 TEB and 137 duct genes were significantly differentially expressed in at least two time points (Figure 3A–B, Dataset S3 and S4), a sizable proportion of which are differentially expressed in both TEB and duct cells (Figure S2B). Each DEG set is significantly enriched with genes from their respective developmental signature (Figure S2C–D), indicating an important role for Clims in regulating branching morphogenesis. 

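Among the genes that differed in DN-Clim ducts, 6 were duct signature genes by the ratio of intensities, and 1 gene that differed in DN-Clim TEBs was such a TEB signature gene. The duct genes were Lgr5, the sodium pump subunit Fxyd2, the integrin-like gene Itgbl1, the complement protease Masp1, and Slpi and Wfdc18, which encode secreted proteins with a whey acidic protein domain. The TEB gene was Itih2, a carrier of hyaluronan. Independent lists would share 3.83 duct genes (Fisher's exact test, two-sided, p = 0.261) and 0.186 TEB genes (p = 0.17). The WT arrays stand in both comparisons. In arrays simulated with no change, the WT arrays included, the lists shared a mean of 6.86 duct genes and 0.6 TEB genes. These simulated WT arrays hold no real change with age. Their means therefore do not give the overlap to expect from the real WT arrays. By the study's rule for DN-Clim genes, 3 duct genes were in the duct signature (Fxyd2, Itgbl1 and Lgr5) and 0 TEB genes were in the TEB signature, where the simulated groups shared a mean of 5.08 and 1.67. From the overlap of each set with its signature, the paper concludes that Clims have an important role in branching morphogenesis.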

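The Wnt pathway genes Lgr5, Wif1 and Fzd4 were lower in DN-Clim TEBs and ducts, while genes of the cell cycle and of ribosome biogenesis had higher means. Of 43 Wnt pathway genes, 3 were lower in TEBs and none was higher (3 when adjusted over the list alone). They were the receptor Lgr5, the secreted inhibitor Wif1, with a log2 fold change of −0.96 (standard error 0.19, adjusted p = 0.021 from limma), and the receptor Fzd4, with −0.38 (standard error 0.07, adjusted p = 0.0212). In ducts, 5 were lower and 3 higher (5 and 4 over the list alone). The lower ones were Wif1, with −1.01 (standard error 0.15, adjusted p = 0.00179), Lgr5, Fzd4 and the inhibitors Sfrp5 and Nkd1. The higher ones were Dvl1, Znrf3 and the co-receptor Lrp5. The duct call of Znrf3 ended in 17 of 21 fits without 1 array, that of Lrp5 in 8, Fzd4 in 2 and Dvl1 in 1. Those of Wif1, Lgr5, Sfrp5 and Nkd1 ended in none. In TEBs the adjusted p of Wif1 was 0.0573 without WT replicate 1 at 8 weeks, 0.0663 without WT replicate 1 at 10 weeks and 0.0569 without DN-Clim replicate 1 at 6 weeks, and that of Fzd4 was 0.0639 without WT replicate 2 at 8 weeks, 0.0663 without WT replicate 1 at 10 weeks and 0.0637 without DN-Clim replicate 1 at 6 weeks. As a list, Wnt genes did not pass camera in either structure (adjusted p = 0.298 in TEBs and 0.0934 in ducts). Of 18 basal stem cell factors, 1, Lgr5, was lower in TEBs, and 2, Lgr5 and the Notch ligand Dll1, were lower in ducts (3 lower and 1 higher in TEBs and 2 lower in ducts over the list alone), with adjusted p = 0.467 and 0.121 for the list. Of 9 Clims and partners, 0 passed in TEBs and 2 were lower in ducts (0 and 2 over the list alone), Lmo2 and Lmo4. Lmo4 had −0.24 (standard error 0.07, adjusted p = 0.0346). The call of Lmo4 ended in 8 of 21 fits without 1 array and that of Lmo2 in 18. The list of Clims and partners had adjusted p = 0.246 and 0.245.
Of 37 genes of the cell cycle and DNA replication, all had higher means in DN-Clim TEBs and ducts, with 0 past the test in TEBs and 2 in ducts, Mcm2 and Mcm7 (0 and 1 over the list alone). Their median log2 fold change was 0.36 in TEBs (adjusted p = 3.82e-08 from camera, and adjusted p = 0.362 with an estimated correlation) and 0.26 in ducts (adjusted p = 0.00372, and 0.712 with an estimated correlation). The duct call of Mcm7 ended in 17 of 21 fits without 1 array, and that of Mcm2 in 1. The paper counted fewer BrdU-positive cells in DN-Clim TEBs and ducts, which runs the other way. These RNA means pool 4 ages over which the WT level falls, and the reason for the difference was not tested. Of 30 genes of ribosome biogenesis, 14 were higher in ducts (22 over the list alone), among them the box C/D protein genes Nop56 and Fbl, and 0 in TEBs (4 over the list alone). Their median was 0.13 in TEBs (adjusted p = 3.82e-08, and 0.362 with an estimated correlation) and 0.19 in ducts (adjusted p = 1.18e-06, and 0.358 with an estimated correlation). Markers of other cell types had lower means in the same DN-Clim samples. Averaged over the ages, the median was −0.13 for 18 fibroblast and matrix markers, −0.21 for 16 endothelial, −0.25 for 12 macrophage and −0.18 for 14 adipocyte markers in TEBs, and −0.21, −0.23, −0.22 and −0.26 in ducts. Over these 4 lists together it was 0.07 in TEBs and 0.01 in ducts at 4 weeks, −0.08 in both at 6 weeks, −0.39 and −0.42 at 8 weeks and −0.38 and −0.45 at 10 weeks.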

Using the Molecular Signature Database [32] to characterize the biological properties of the Clim-regulated TEB and duct gene sets revealed that both have functions in mammary stem cells, pubertal mammary gland development, several breast cancer subtypes, and Wnt-signaling in the mammary gland (Figure 3C–D). Additionally, TEB DEGs participate in metallopeptidase activity and possess serum response factor (SRF) and androgen receptor (AR) transcription factor binding motifs, while duct DEGs are enriched with smooth muscle and mammary basal epithelial cell genes, participate in FGF signaling, and possess TCF3 and SOX9 transcription factor binding motifs. Furthermore, high expression of Clim-regulated genes in breast cancer is an indicator of poor prognosis (Figure 3E). Collectively, these data support the involvement of Clims in gene expression networks important for both stem cell function and breast cancer.

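The smooth muscle genes Kcnmb1, Myh11 and Mylk and the metalloproteinase inhibitor Reck were lower in DN-Clim TEBs and ducts, and Etv4, a target of FGF signaling, was higher in both. Of 17 basal myoepithelial markers, 3 were lower in TEBs, the smooth muscle genes Kcnmb1, with a log2 fold change of −0.93 (standard error 0.17, adjusted p = 0.0165 from limma), Myh11 and Mylk. In ducts 6 were lower, these 3 with Oxtr, Cnn1 and Acta2, the last with −0.38 (standard error 0.08, adjusted p = 0.009, and 0.0691 without the 8-week arrays), and none was higher in either structure (8 lower in TEBs and 7 in ducts when adjusted over the list alone). Their median was −0.22 in TEBs (adjusted p = 0.000306 from camera, and 0.362 with an estimated correlation) and −0.19 in ducts (adjusted p = 2.26e-05, and 0.358 with an estimated correlation). Of 19 metalloproteinases and inhibitors, 2 were lower in TEBs, Mmp12, with −0.77 (standard error 0.15, adjusted p = 0.0211), and the inhibitor Reck, and 4 in ducts, Mmp11, with −0.75 (standard error 0.19, adjusted p = 0.0214), Adamts5, Reck and Mmp3 (5 in each over the list alone). Their median was −0.15 in TEBs (adjusted p = 0.00227, and 0.362 with an estimated correlation) and −0.13 in ducts (adjusted p = 0.00131, and 0.148 with an estimated correlation). The TEB call of Myh11 ended in 3 of 21 fits without 1 array and that of Reck in 5, while that of Mylk ended in none. The duct call of Mmp3 ended in 14 of 21 such fits. In TEBs the calls ended without DN-Clim replicate 1 at 6 weeks for Kcnmb1 (0.0514) and Mmp12 (0.0637), without WT replicate 1 at 10 weeks for both (0.0506) and without WT replicate 2 at 10 weeks for Mmp12 (0.0599), and in ducts that of Mmp11 ended without WT replicate 2 at 8 weeks (0.0545) or DN-Clim replicate 1 at 6 weeks (0.0502).
Of 20 FGF pathway genes, 6 were higher and 3 lower in ducts (7 and 4 over the list alone). The higher ones were Etv4, with 0.44 (standard error 0.11, adjusted p = 0.0215), and Etv5, Spry1, Spry2, Spred2 and Dusp6, known as targets or feedback inhibitors of the pathway, and the lower ones were the ligand Fgf9, the decoy receptor Fgfrl1 and the inhibitor Il17rd. In TEBs, Etv4 was higher and Il17rd lower (2 and 3 over the list alone). The duct call of Spry1 ended in 14 of 21 fits without 1 array and that of Dusp6 in 12. Those of Etv5 and Spry2 ended in 4 each and that of Fgf9 in 3, while those of Spred2, Fgfrl1 and Il17rd ended in none. The call of Etv4 ended in ducts without WT replicate 1 at 8 weeks (0.0671), WT replicate 2 at 10 weeks (0.0657) or DN-Clim replicate 1 at 6 weeks (0.0512), and in TEBs without any 1 of 9 of the 21 arrays (adjusted p up to 0.0718, without WT replicate 2 at 8 weeks). The FGF list did not pass camera (adjusted p = 0.535 in TEBs and 0.935 in ducts). Of 14 ErbB receptors and ligands, 0 passed in TEBs and 3 were higher in ducts (0 and 4 over the list alone). These were the ligands Epgn and Btc and the inhibitor Lrig1, with adjusted p = 0.553 and 0.488 from camera for the list. The duct call of Epgn ended in 7 of 21 fits without 1 array, that of Btc in 13 and that of Lrig1 in 10. The ligand Areg, whose probe set is named only in the study's tables, is not among the 14, and it was higher in both structures. Fibroblast and matrix markers, which the capture could also hold, include 5 lower genes of 18 in ducts (13 over the list alone) and 0 in TEBs (0 over the list alone), with adjusted p = 0.0015 in TEBs and 1.18e-06 in ducts for the list (adjusted p = 0.362 and 0.28 with an estimated correlation).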

**Figure 3:**
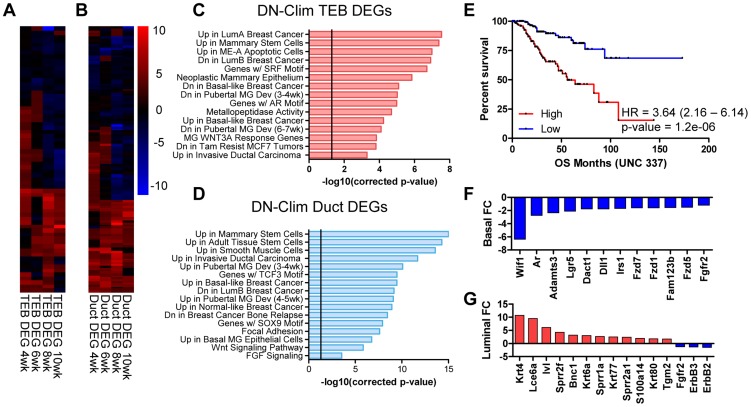
Clims coordinate the expression of developmental gene signatures. (A–B) Heat map of (A) TEB (66 genes) and (B) duct (137 genes) DEGs in the DN-Clim mammary gland with CyberT p-value<0.01 in at least two time points. (C–D) Categories of enriched gene sets from the Molecular Signatures Database that significantly overlap with the (C) TEB and (D) duct DEG sets. Both gene sets are enriched with mammary stem cell and breast cancer genes. Vertical line represents p-value at 0.05. (E) Analysis of overall survival (OS) in UNC 337 cohort of patients classified into high and low expression groups based on median expression of the combined list of DEGs in the DN-Clim TEB and ducts demonstrates that high expression of Clim-regulated genes confers poor prognosis. HR: Hazard Ratio with 95% confidence interval. P-value derived from Log-rank test. (F) Fold change of Wnt-signaling factors in DN-Clim sorted basal cells suggests altered Wnt signaling. Fgfr2 is also downregulated. (G) Increased expression of epidermal differentiation genes in DN-Clim luminal cells suggests a role for basal cells in maintaining luminal cell fate. Luminal cell signaling factors ErbB2/3 and Fgfr2 are also downregulated.

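Basal and luminal mammary epithelial cells were sorted by flow cytometry from WT and DN-Clim littermates, with blood cells and endothelial cells gated out by their surface markers. Basal cells are the outer, contractile layer that holds the transplantable stem cells, and luminal cells line the duct. RNA of each of 2 mice per genotype and cell type was hybridized to 1 array of the platform used for the laser capture samples, which makes 8 arrays. The labels give an age of 10 weeks, and the methods give adult mice of 8 to 12 weeks. The 4 luminal samples carry titles that name the basal gate, while their other labels and the paper name the luminal one, and they were taken as luminal. Median intensity per array ranged from 119 to 130. Probe sets under an intensity of 150 on every array were left out, as in the study, and 12471 genes were tested in 1 model of the 4 groups with limma, so that the groups share 1 estimate of the spread. Basal and luminal cells of the same genotype and replicate number deviated together from their group means. The correlation over genes was 0.289 in WT and 0.221 in DN-Clim mice, the same for both pairs of a genotype since each group has 2 arrays. Values with that pair as a block are given where they change a call between cell types. For DN-Clim against WT within a cell type, the block joined WT and DN-Clim arrays of 1 number, which are not paired.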

To determine genes differentially expressed in basal and luminal cell compartments we sorted MECs into Lin^−^CD29^Hi^CD24^+^ and Lin^−^CD29^L^°CD24^+^ populations, respectively (Figure S3A–D). Basal and luminal cell purity from WT and DN-Clim MECs was confirmed by qPCR for K8, K14, and the *K14-DN-Clim* transgene expression (Figure S3E–G); as expected, the *K14-DN-Clim* transgene is only expressed in basal cells, and not luminal cells. 

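The sorted WT populations carried opposite sets of markers. All 17 basal myoepithelial markers were higher in basal cells, with a median log2 fold change of 6.75, and all 13 pan-luminal markers were higher in luminal cells, with a median of −3.89 for basal against luminal cells (17 and 13 when adjusted over the list alone). Keratin 5 (Krt5) was 6.79 higher in basal cells on the log2 scale (standard error 0.36, adjusted p = 4.14e-05 from limma), keratin 14 (Krt14) 6.83 (standard error 0.41, adjusted p = 6.61e-05) and smooth muscle actin (Acta2) 4.98 (standard error 0.51, adjusted p = 0.000534). For keratin 8 (Krt8) the value was −1.09 (standard error 0.13, adjusted p = 0.00123), for keratin 18 (Krt18) −2.62 (standard error 0.49, adjusted p = 0.0063) and for Gata3 −0.87 (standard error 0.21, adjusted p = 0.0185, which was 0.0992 without WT basal replicate 1 and 0.0847 without WT luminal replicate 2). The estrogen receptor (Esr1) had −3.81 (standard error 0.39, adjusted p = 0.000523) and the progesterone receptor (Pgr) −2.97 (standard error 0.35, adjusted p = 0.00104).
Of 8 hormone-sensing luminal markers, 7 were lower in basal cells, and of 13 milk and alveolar genes, 8 were lower (7 and 8 over the list alone). Basal cells were higher for 13 of 18 basal stem cell factors, 24 of 40 Wnt pathway genes and 15 of 19 FGF pathway genes, and lower for 1, 5 and 0 of them (over the list alone, 14 higher and 1 lower, 25 and 5, and 15 and 0). Markers that stromal cells share went with the basal population, with 11 of 17 fibroblast and matrix markers higher and 1 lower (11 and 1 over the list alone), among them Postn and Mmp2. By camera, each of these lists passed, from adjusted p = 2.75e-17 for the basal markers to 0.0176 for the milk genes. With an estimated correlation, adjusted p = 0.0363 for the basal markers (0.253 with the replicate pair as a block), and from 0.0573 for FGF genes to 0.388 for milk genes. In all 4217 genes differed, 1934 higher in basal cells and 2283 higher in luminal cells, and 2706 without WT basal replicate 2. Dataset S5 lists 3515 probe sets in the paper, of which the copy used here holds the 1999 at its start.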

Basal markers (K5, K14, and smooth muscle actin) and luminal markers (K8, K18, Gata3, estrogen and progesterone receptors) are significantly overexpressed (CyberT, p-value<0.001) in their respective cell types, indicating effective basal and luminal cell separation (Dataset S5). 

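In DN-Clim basal cells, Wif1, the synaptic adhesion genes Nlgn1 and Lrrc4c and the calcium channel subunit Cacng7 were lower, and the collagen gene Col6a3 was higher. Cacng7 had a log2 fold change of −3.82 (standard error 0.18, adjusted p = 0.00146 from limma), Wif1 −3.86 (standard error 0.23, adjusted p = 0.00447), Nlgn1 −3.94 (standard error 0.29, adjusted p = 0.00717) and Col6a3 1.78 (standard error 0.17, adjusted p = 0.0238). In DN-Clim luminal cells, which do not express the transgene, Col6a3 rose by 2.97 (standard error 0.17, adjusted p = 0.00559), the serine protease Tmprss11a by 4.93 (standard error 0.32, adjusted p = 0.00755), the chemokine Cxcl12 by 4.29 (standard error 0.40, adjusted p = 0.0362) and the cornified envelope gene Ivl by 3.76 (standard error 0.37, adjusted p = 0.0362). The transcription factor Tfap2b fell by 2.10 (standard error 0.20, adjusted p = 0.0362).
In all, 10 genes differed in basal cells, 1 higher and 9 lower, and 7 in luminal cells, 6 higher and 1 lower. With a block for WT and DN-Clim arrays of 1 number, which are not paired, the counts were 2 and 1. These were Cacng7 and Wif1 in basal cells and Cxcl12 in luminal cells. With the basal and luminal pair as a random block, chosen after the data were seen, the counts were 10 and 8. In basal cells the adjusted p with the block of unpaired arrays was 0.0523 for Nlgn1, 0.110 for Lrrc4c, 0.150 for Pcdh7 and 0.118 for Col6a3. In luminal cells it was 0.0568 for Col6a3, 0.0748 for Tmprss11a and 0.0956 for Tfap2b. At the threshold of the table legends, an unadjusted p under 0.001 and a 1.5-fold change, limma called 62 basal genes, 22 higher and 40 lower, and 69 luminal genes, 52 higher and 17 lower. Cyber-T, the study's test, called 426 and 192 at that threshold. Of the genes at an adjusted p under 0.05, basal cells and ducts shared 3 lower genes, Cacng7, Pcdh7 and Wif1, where independent lists would share 0.366 (Fisher's exact test, p = 0.00394). Basal cells and TEBs shared 1 lower gene, Wif1 (Fisher's exact test, p = 0.0474), and luminal cells shared the lower gene Tfap2b with TEBs (p = 0.00805) and with ducts (p = 0.061). Luminal cells and ducts shared 1 higher gene, Cxcl12, where independent lists would share 0.553 (Fisher's exact test, p = 0.441). Of the 62 basal genes at the unadjusted threshold, 6 were among the lower TEB genes at an adjusted p under 0.05, where independent lists would share 0.266 (Fisher's exact test, p = 2.17e-07), 13 among the lower duct genes, against 2.01 (p = 2.69e-08), 2 among the higher TEB genes (p = 0.0037) and 3 among the higher duct genes, against 2.03 (p = 0.45), each in the same direction. Of the 69 luminal genes, the numbers were 3, 4, against 1.04, 0 and 5, against 4.70 (Fisher's exact test, p = 0.000317, 0.0173, 1 and 0.808). These overlaps share no array. Without 1 array, the basal count ran from 3 without WT basal replicate 2, or without DN-Clim basal replicate 1, to 16 without DN-Clim basal replicate 2, 8 of them higher and 8 lower. The luminal count ran from 2 without either WT basal array to 52 without WT luminal replicate 2, 21 of them higher and 31 lower. Cacng7 in basal cells and Col6a3 in luminal cells passed without any 1 array. Wif1 had an adjusted p of 0.0523 without DN-Clim basal replicate 1, Nlgn1 of 0.0726 without WT basal replicate 1 and 0.0624 without DN-Clim basal replicate 1, Col6a3 in basal cells of 0.0967 to 0.194 without any 1 basal array, and Tmprss11a of 0.0568 without DN-Clim luminal replicate 2. The luminal calls of Cxcl12, Ivl and Tfap2b ended without any 1 basal array or without WT luminal replicate 1 (adjusted p from 0.0511 to 0.137), and those of Cxcl12 and Tfap2b also without DN-Clim luminal replicate 2 (0.056 and 0.176), and that of Tfap2b without DN-Clim luminal replicate 1 (0.0785).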

DN-Clim basal and luminal cells differentially express 422 (221 up and 201 down) and 227 (139 up and 88 down) genes with at least 1.5-fold change, respectively (Dataset S6 and S7), indicating both cell and non-cell autonomous mechanisms of gene regulation coordinated by Clims; a significant proportion of basal- and luminal-specific DEGs overlap with the DEGs identified in the TEB and duct populations (Figure S3H–I). Basal-specific DEGs participate in mammary gland morphogenesis processes, including cell proliferation, adhesion, and stem cell properties (Figure 3F and S3J). 

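Of the genes of Wnt signaling measured in DN-Clim basal cells, 25 of 40 had lower means than in WT basal cells and 1, Wif1, passed the test, while all 15 endothelial markers had higher means and none passed. The 11 measured genes of Fig. 3F, which the study chose on these samples, so that they are no independent evidence of their direction, all had lower means. Of them 1, Wif1, passed, and 9 did when adjusted over the list alone, and the list had an adjusted p of 0.0737 with an estimated correlation in camera. Dll1, a Notch ligand, had a log2 fold change of −1.17 (standard error 0.28, adjusted p = 0.276 from limma), and the Wnt receptor Fzd7 had −0.96 (standard error 0.20, adjusted p = 0.241). The 40 Wnt pathway genes were fixed without regard to these data, 4 passed over the list alone, and the median was −0.23 (adjusted p = 0.0183 from camera, and 0.228 with an estimated correlation). Of 18 basal stem cell factors, 0 passed (3 lower over the list alone), with a median of −0.49 (adjusted p = 0.011, and 0.288 with an estimated correlation). Of 36 genes of the cell cycle and DNA replication, 0 passed, nor did any over the list alone, with a median of 0.40 (adjusted p = 0.00139, and 0.6 with an estimated correlation).
In the same arrays, the endothelial markers had a median of 1.23 (adjusted p = 3.85e-10, and 0.228 with an estimated correlation), and 4 passed over the list alone. Of 17 fibroblast and matrix markers, Col6a3 passed (5 over the list alone), with a median of 0.34 (adjusted p = 4.51e-06, and 0.228 with an estimated correlation). The 17 basal myoepithelial markers had a median of −0.20 and none passed, nor did any over the list alone (adjusted p = 0.143 for the list).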

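Of the epidermal differentiation genes, Ivl was higher in DN-Clim luminal cells than in WT luminal cells, and most others had higher means without passing the test. Ivl, which encodes the cornified envelope protein involucrin, rose from log2 7.73 to 11.49. It passed the test over all genes, though not without 1 of 5 arrays. Nor did it pass with a block for WT and DN-Clim arrays of 1 number, which are not paired (adjusted p = 0.0873). The squamous keratin Krt4 had a mean intensity of 64.0 ± 31.3 (SD, n = 2) in WT luminal cells and 2310 ± 1982 (SD, n = 2) in DN-Clim luminal cells, a log2 fold change of 4.93 (standard error 0.70, adjusted p = 0.0942 from limma). The late envelope gene Lce6a had 4.68 (standard error 0.62, adjusted p = 0.0776, and 0.0354 without WT luminal replicate 2) and the transglutaminase Tgm2 had 1.10 (standard error 0.21, adjusted p = 0.188). The 11 measured genes of Fig. 3G, which the study chose on these samples, so that they are no independent evidence of their direction, all had higher means, with a median of 2.28 (adjusted p = 8.13e-17 from camera, and 0.145 with an estimated correlation). Of them 1, Ivl, passed over all genes, and all 11 did when adjusted over the list alone. In DN-Clim basal cells 10 of these 11 had higher means as well, with 0 past the test (1 over the list alone) and a median of 0.86 (adjusted p = 0.000214 from camera, and 0.228 with an estimated correlation). Sprr1a had 4.23 in basal cells (standard error 0.73, adjusted p = 0.175) and 2.03 in luminal cells (adjusted p = 0.578).
Of 34 measured genes of an epidermal differentiation list fixed without regard to Fig. 3G, 27 had higher means and 1 passed (4 over the list alone). Their median was 0.34 (adjusted p = 9.93e-09, and 0.145 with an estimated correlation). This list shares genes with Fig. 3G, among them Krt4, Ivl and Sprr1a, so its result is not independent of that choice. It was not tested without the shared genes. In the same luminal arrays, 15 of 17 fibroblast and matrix markers had higher means, with a median of 0.63 (adjusted p = 3.77e-06, and 0.295 with an estimated correlation), and 1, Col6a3, passed (1 over the list alone). All 6 macrophage markers and 13 of 15 endothelial markers had higher means as well, with 0 past the test in each, nor over the list alone.

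**Figure D2:**
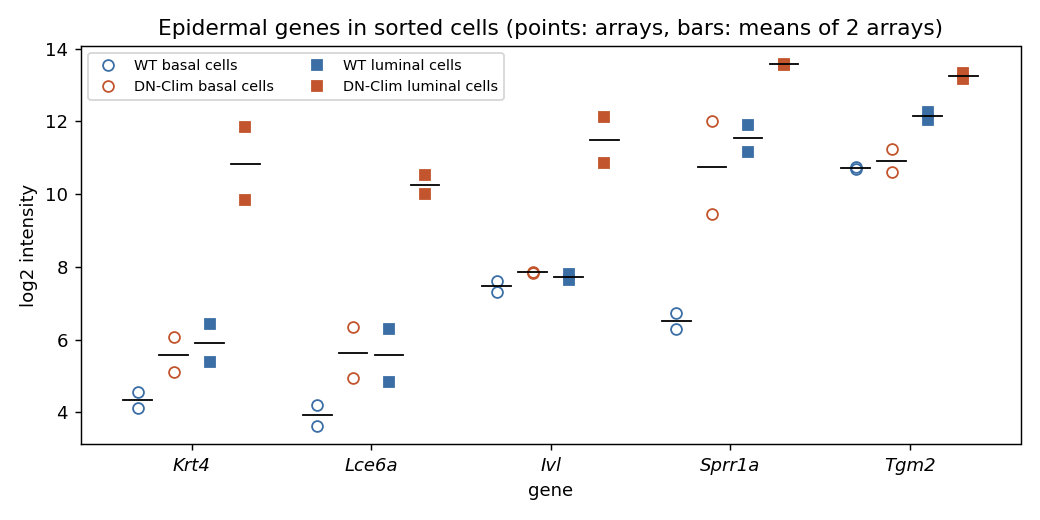
Log2 intensity (vertical axis) of 5 epidermal genes in sorted WT and DN-Clim basal cells (circles) and luminal cells (squares), with 1 symbol per array and a bar at the mean of 2 arrays. Both DN-Clim luminal arrays lie above both WT luminal arrays for each gene, and the Krt4 arrays of DN-Clim luminal cells lie far apart (SD of 1982 in intensity).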

Interestingly, DEGs in the luminal cell population are enriched with keratinization and squamous epithelial, specifically esophageal and epidermal, differentiation genes (Figure 3G and S3K), suggesting a transepidermal differentiation of the luminal cells in the DN-Clim mammary gland. Thus, Clims coordinate gene expression in the basal cell compartment that ultimately help maintain the identity of luminal cells.

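The DN-Clim effect differed between basal and luminal cells for 6 genes by limma's interaction term, each with a lower effect in basal cells. Tmprss11a, a serine protease of squamous epithelia, had a difference of −4.66 (adjusted p = 0.0421) and Wif1 of −4.10 (adjusted p = 0.0312), and the others were Cacng7, Nlgn1, Lrrc4c and Wfikkn2. With the replicate pair as a block 1 gene passed, and 0 passed without WT basal replicate 2 or without either DN-Clim basal array, while 3 passed without WT luminal replicate 1, 2 of them with a higher and 1 with a lower effect in basal cells, and 2 without either DN-Clim luminal array. For Ivl the adjusted p of the difference was 0.240 and for Krt4 0.643. As a list, the epidermal genes of Fig. 3G had a median difference of −1.52 (adjusted p = 3.62e-06 from camera, and 0.233 with an estimated correlation), but the study chose them for their rise in these luminal arrays, so a lower effect in basal cells is built in. In DN-Clim luminal cells the 13 pan-luminal markers had a median log2 fold change of 0.13 (−0.01 after quantile normalization) and 0 passed (adjusted p = 0.627 for the list). Of 8 hormone-sensing markers, 6 had lower means and 0 passed (2 over the list alone), with a median of −0.72 (adjusted p = 0.167). From the altered basal program and the epidermal genes of luminal cells that lack the transgene, the paper concludes that Clims act in basal cells to maintain the identity of luminal cells.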

Several genes and pathways related to mammary gland stem cell biology are differentially expressed in the DN-Clim mammary gland throughout the developmental time course and within the basal and luminal cell compartments (Figure 3C–D, and S3J–K). Ontology analyses revealed involvement of Clim-regulated genes in mammary stem cells and the Wnt signaling pathway. Lgr5, a marker of stem cells in CD29^Hi^CD24^+^ basal cells [33], is consistently downregulated in basal cells and both the TEB and duct (Dataset S3, S4, and S6). 

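Lgr5, a receptor for R-spondins that marks stem cells, fell in DN-Clim TEBs and ducts. Averaged over the 4 ages its log2 fold change was −1.00 in TEBs (standard error 0.21, adjusted p = 0.0285 from limma) and −0.97 in ducts (standard error 0.19, adjusted p = 0.00673). In TEBs it was −0.50 at 4 weeks, −1.56 at 6 weeks, −1.16 at 8 weeks and −0.79 at 10 weeks, and in ducts −0.79, −1.36, −1.36 and −0.37. In TEBs the adjusted p lay between 0.0505 and 0.0824 without any 1 of WT replicates 1 and 2 at 4 weeks, the WT arrays of 8 and 10 weeks, DN-Clim replicates 2 and 3 at 4 weeks, and DN-Clim replicate 1 at 6 weeks. Without the 8-week arrays it was 0.179 in TEBs and 0.0517 in ducts. At no single age did Lgr5 pass the adjusted test. In sorted basal cells its mean intensity was 3489 ± 226 (SD, n = 2) in WT and 1332 ± 830 (SD, n = 2) in DN-Clim mice, a log2 fold change of −1.54 (standard error 0.66, adjusted p = 0.371). WT basal cells were 5.54 above WT luminal cells on the log2 scale (standard error 0.66, adjusted p = 0.00106). Wif1, a secreted Wnt inhibitor, ran from −0.16 at 4 weeks to −1.49 at 6 weeks in ducts, and from −0.41 to −1.60 in TEBs. At 8 weeks in ducts it passed the test of that age alone, with −1.33 (standard error 0.31, adjusted p = 0.0264). Neither gene passed the test of a difference between the DN-Clim effect at 8 to 10 weeks and that at 4 to 6 weeks, and Lgr5 had a difference of −0.03 between the effects in TEB and duct (standard error 0.22, adjusted p = 0.992).

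**Figure D3:**
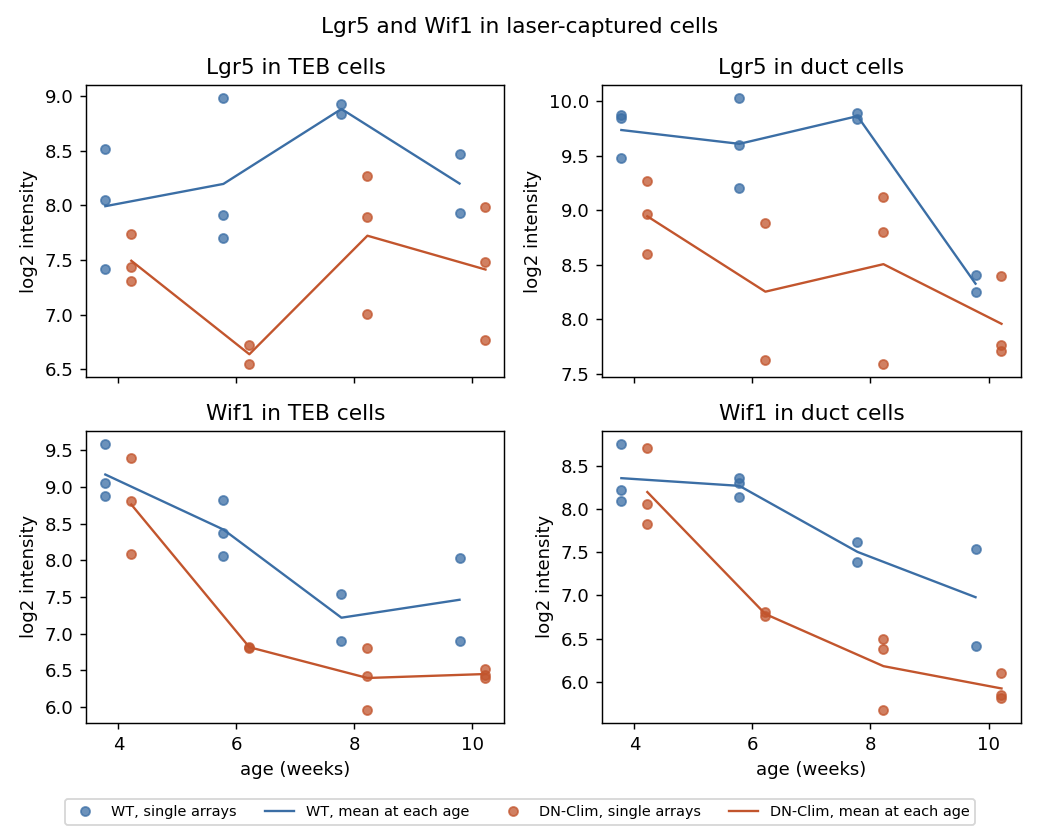
Log2 intensity of Lgr5 (top) and Wif1 (bottom) against age in weeks in laser-captured TEB (left) and duct cells (right), with 1 point per array, lines through the mean of each age, and WT and DN-Clim points set slightly apart. The DN-Clim mean lies below the WT mean at each of the 4 ages in every panel.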

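ErbB2 and ErbB3, receptors of the EGF family, were measured mostly in luminal cells, and both had lower means in DN-Clim luminal cells. Erbb2 had a mean intensity of 2258 ± 143 (SD, n = 2) in WT and 1249 ± 205 (SD, n = 2) in DN-Clim luminal cells, a log2 fold change of −0.86 (standard error 0.17, adjusted p = 0.211 from limma). Erbb3 measured 4333 ± 463 (SD, n = 2) and 2828 ± 495 (SD, n = 2), a log2 fold change of −0.62 (standard error 0.19, adjusted p = 0.506). In WT mice, basal cells were lower than luminal cells for Erbb2, by −2.15 (standard error 0.17, adjusted p = 0.000184), and for Erbb3, by −3.97 (standard error 0.19, adjusted p = 2.7e-05). Fgfr2, a receptor of FGFs, measured 2489 ± 140 (SD, n = 2) in WT and 1909 ± 157 (SD, n = 2) in DN-Clim basal cells, a log2 fold change of −0.38 (standard error 0.33, adjusted p = 0.615). In luminal cells it measured 4260 ± 2012 (SD, n = 2) and 2979 ± 818 (SD, n = 2), a log2 fold change of −0.46 (standard error 0.33, adjusted p = 0.689). Of 14 ErbB receptors and ligands, 0 passed in DN-Clim luminal cells (1 lower when adjusted over the list alone, adjusted p = 0.441 for the list), and of 19 FGF pathway genes 0 passed (1 lower over the list alone, adjusted p = 0.796).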

Additional Clim-regulated genes that have known roles in maintenance of the stem cell enriched TEB and branching morphogenesis are the *Fgfr2* gene [34], [35] and the luminal cell-specific *ErbB2* and *ErbB3* genes (Figure 3G and S4) [36], [37]. Given this data, we hypothesized that Clims promote branching morphogenesis through gene regulation within stem cells of the basal MEC compartment.

### Clims maintain the basal mammary epithelial stem cell population

The reduced size of the stem cell-enriched TEB in DN-Clim mice and the enrichment of mammary gland stem cell genes in our DEG sets, along with previous evidence that Clim2 affects stem cells in the hair follicle [22], prompted us to examine the stem cell populations in the DN-Clim mammary gland. Quantification of the basal and luminal MEC populations revealed a reduction of the CD29^Hi^CD24^+^ BSC-enriched population in the DN-Clim mammary gland (Figure 4A), while the proportion of the CD29^L^°CD24^+^ LSC-enriched population remains unchanged. No differences were observed in the luminal progenitor cell population when using CD61 as a marker for these cells (Figure S5A) [38]. Limiting dilution transplant analysis with CD29^Hi^CD24^+^ cells revealed a nearly complete ablation of DN-Clim mammary repopulating units (MRU) (Table 1, Figure 4B); only two DN-Clim transplants resulted in mammary outgrowths, both of which developed poorly structured mammary trees (Figure S5B). Thus, Clims are of paramount importance in the maintenance of BSCs.

**Figure 4:**
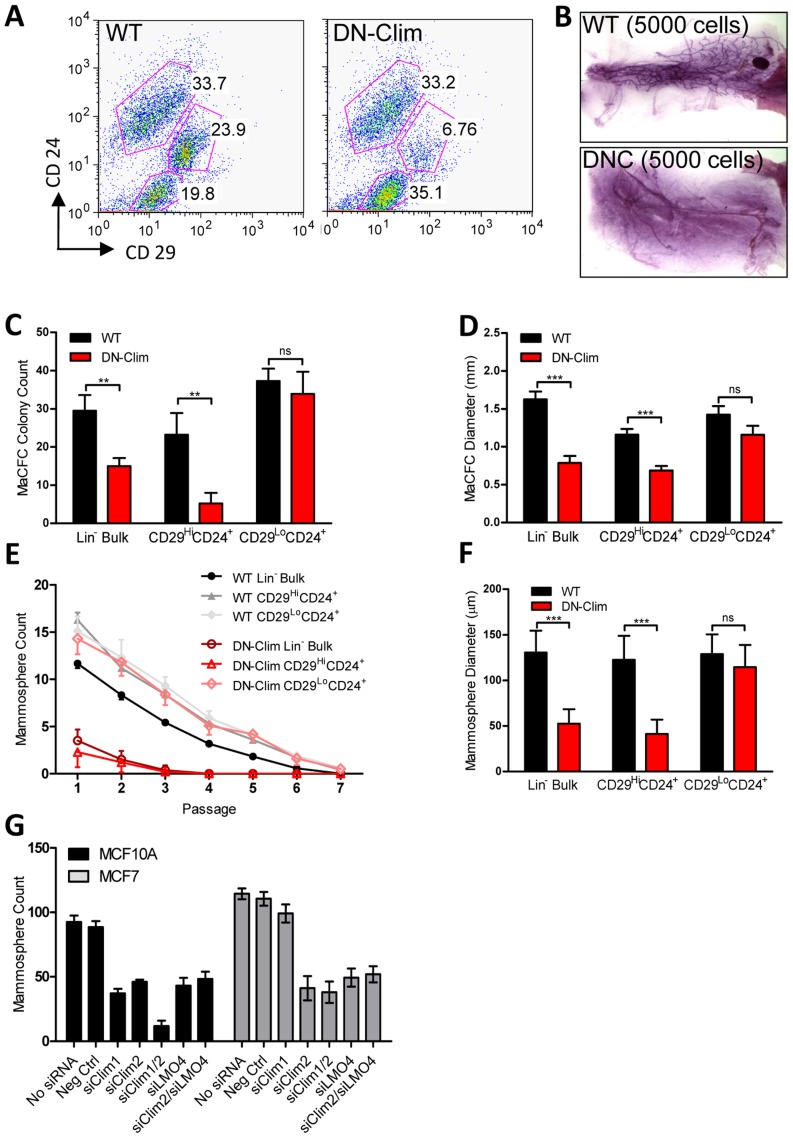
Clims maintain basal mammary epithelial stem cells. (A) Flow cytometry analysis of Lin^−^ MECs with CD29 and CD24 markers reveals decreased CD29^Hi^CD24^+^ basal epithelial cell population. (B) DN-Clim mammary glands are absent of MRUs as demonstrated in representative whole mounts from transplants of CD29^Hi^CD24^+^ BSC-enriched population. See Table 1 for results from limiting dilution analysis. (C) DN-Clim basal cells, and not luminal cells, maintain fewer colony forming units determined by colony-forming cell assays with Lin^−^ bulk and sorted primary mammary epithelial cells. (D) Reduced growth rates in colonies that form from DN-Clim basal cells determined by quantification of colony size for the corresponding MaCFC assays described in (C). (E) DN-Clim basal cells, and not luminal cells, maintain fewer mammosphere forming units determined by mammosphere assays with Lin^−^ bulk and sorted primary mammary epithelial cells. (F) Reduced growth rates in spheres that form from DN-Clim basal cells determined by quantification of mammosphere diameter for the first passage of the mammosphere assays described in (E). (G) Clim1, Clim2 and the Clim interaction factor LMO4 are essential for maintaining stem-like features of MCF10A cells, as determined by mammosphere assays with transient siRNA knockdown of Clim1, Clim2, and LMO4. In MCF7 cells, only Clim2 and LMO4 maintain stem-like features. Data represent mean ± SEM from at least three mice (C–F) or at least three experiments (G). ** p-value<0.01; *** p-value<0.001, ns: not significant.

**Table 1:** Clims maintain the basal mammary epithelial stem cell population.

CD29^Hi^CD24^+^ Basal Cells	MaSC Frequency	
	Wild Type	DN-Clim
5000	2/2	1/2
1000	2/2	0/2
500	3/3	0/3
100	2/3	1/3
50	3/5	0/5
MRU Frequency (95% CI)	1/69 (1/28 to 1/172)	1/5566 (1/1288 to 1/24,055)
*p-value* (WT vs DN-Clim)	*p* = 3.58e-09	
*p-value* (single-hit Poisson model)	*p* = 0.748	*p* = 0.222

Mammary colony forming cell (MaCFC) and mammosphere functional assays confirmed the depleted basal stem/progenitor cell population. Unsorted Lin^−^ bulk and sorted CD29^Hi^CD24^+^Lin^−^ DN-Clim primary epithelial cells have fewer MaCFCs and form smaller colonies, while a slight and insignificant decrease in MaCFCs is observed in the sorted CD29^L^°CD24^+^Lin^−^ population (Figure 4C–D). Consistently, Lin^−^ bulk and CD29^Hi^CD24^+^Lin^−^ sorted DN-Clim primary mouse MECs grown in suspension produced significantly fewer and smaller mammospheres (Figure 4E–F), while CD29^L^°CD24^+^Lin^−^ cells exhibit comparable sphere forming efficiency to WT cells. Serial passaging of the mammospheres every seven days resulted in enhanced depletion rates of Lin^−^ bulk and CD29^Hi^CD24^+^Lin^−^ DN-Clim stem/progenitor cells. Collectively, these results suggest Clims maintain the number and proliferative potential of the basal stem/progenitor cell population.

To further confirm the requirement of Clims in promoting stem-like features, Clim1 and Clim2 were knocked down by siRNA, both independently and together, in the MCF10A and MCF7 mammary epithelial cell lines (Figure S5C–D). Clim2 knockdown resulted in significantly reduced mammosphere forming efficiency in both cell lines, while Clim1 knockdown resulted in significant decreases in MCF10A cells, but not MCF7 cells (Figure 4G). Consistently, we observed a synergistic decrease in mammosphere formation efficiency in the combined siClim1/2 in MCF10A cells, but not MCF7 cells. These cell type-specific differences in promoting stem-like properties may be attributed to higher levels of Clim1 in MCF10A cells than MCF7 cells. Altogether these data further support the role of Clims in promoting stem-like features of MECs.

Clim2 is known to interact with LMO4 in MECs; LMO4 promotes mammary gland morphogenesis and breast cancer [39]–[42]. To determine whether Clim2 may be acting through LMO4 to maintain the mammary stem/progenitor cell population we transiently knocked down *LMO4* gene expression individually and in conjunction with *Clim2* in MCF10A and MCF7 cells (Figure S5E). We found similar reduction in mammosphere forming efficiency with individual and combined knockdowns (Figure 4G), suggesting these two transcription factors may target similar mechanisms to promote stem cell features, consistent with these two factors forming a tight complex [43]–[45]. Thus, Clim2 may regulate gene expression in these cells through the organization of transcriptional complexes involving LMO4.

### Clim2 regulates *Fgfr2* to maintain BSCs

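In the laser-captured samples, Fgfr2, the receptor of FGF7 and FGF10, had a lower mean in DN-Clim than in WT mice at each age, in TEBs and in ducts. In TEBs its mean intensity was 4193 ± 384 (SD, n = 3) in WT and 3067 ± 607 (SD, n = 3) in DN-Clim mice at 4 weeks, and 4222 ± 116 (SD, n = 3) and 2863 ± 561 (SD, n = 2) at 6 weeks. At 8 weeks it was 5199 ± 93.9 (SD, n = 2) and 3879 ± 595 (SD, n = 3), and at 10 weeks 3941 ± 3.32 (SD, n = 2) and 3669 ± 1298 (SD, n = 3). In ducts at 6 weeks it was 4737 ± 164 (SD, n = 3) in WT and 3035 ± 514 (SD, n = 2) in DN-Clim mice, and at 10 weeks 4628 ± 258 (SD, n = 2) and 4573 ± 1661 (SD, n = 3). The log2 fold change in TEBs was −0.47, −0.57, −0.43 and −0.18 at 4, 6, 8 and 10 weeks, and in ducts −0.41, −0.65, −0.29 and −0.09. Averaged over the ages it was −0.41 in TEBs (standard error 0.12, adjusted p = 0.0947 from limma) and −0.36 in ducts (standard error 0.13, adjusted p = 0.06). In ducts the adjusted p was 0.0418 without WT duct replicate 2 at 4 weeks and, without 1 DN-Clim duct array, 0.0403 for replicate 1 at 4 weeks, 0.049 for replicate 1 and 0.0341 for replicate 3 at 10 weeks. The adjusted p at single ages lay between 0.305 and 1 in TEBs and between 0.361 and 0.887 in ducts. The difference between the effects in TEB and duct was −0.05 (standard error 0.12, adjusted p = 0.967), and over the ages of WT mice limma's F test gave Fgfr2 an adjusted p of 0.0587 in TEBs and 0.0876 in ducts, with the highest mean at 8 weeks in both.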

*Fgfr2* is significantly downregulated in the DN-Clim mammary gland throughout the developmental time course (Figure 5A) as validated by qPCR in the TEB and duct cells from 6 week old mice (Figure 5B). *Fgfr2* expression was also decreased in the sorted basal and luminal cells from DN-Clim mice (Figure 5C). While the decrease in basal cells is likely due to cell autonomous effects of DN-Clim, the decreased *Fgfr2* expression in luminal cells is likely non-cell autonomous as the DN-Clim molecule is not expressed in these cells. Since Fgfr2 is essential for maintaining the BSC population [46], and DN-Clim is localized to the K14-positive basal MECs, we hypothesized that Clims directly regulate the expression of *Fgfr2* to maintain BSCs. Indeed, the FGFR2 protein is decreased in DN-Clim basal cells (Figure 5D–E). Transient knockdown of Fgfr2 in the Fgfr2-high MCF7 cell line impairs mammosphere forming efficiency (Figure 5F), while stable overexpression of Fgfr2 in the Fgfr2-low MCF10A cell line with transient knockdown of Clims partially rescues mammosphere forming efficiency (Figure 5G). These results suggest Clims regulate *Fgfr2* expression to maintain stem-like features.

**Figure 5:**
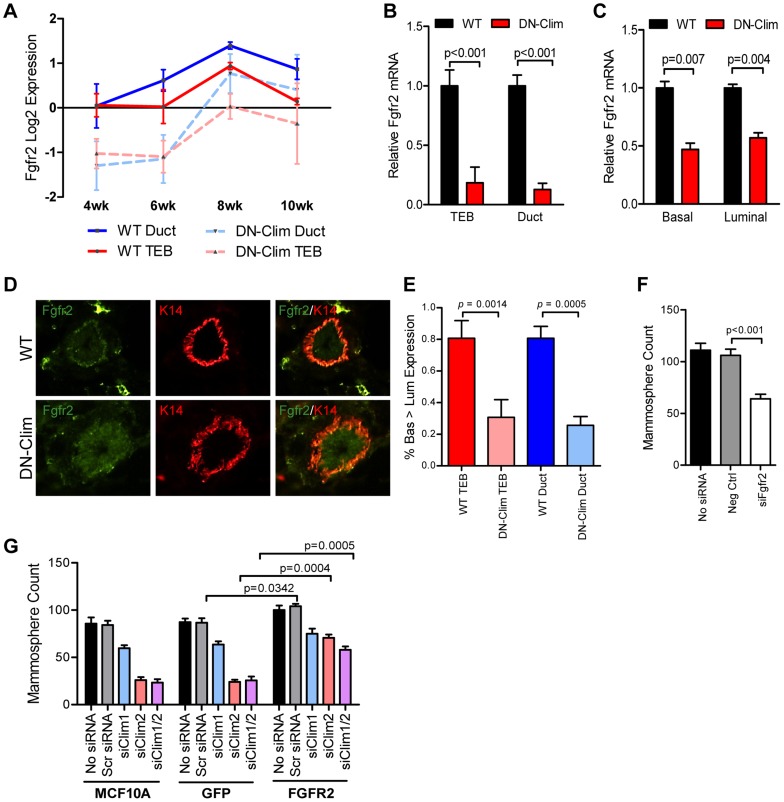
Fgfr2 downregulation in the mammary gland leads to loss of stem/progenitor cell activity. (A) *Fgfr2* is downregulated in TEB and duct cells throughout branching morphogenesis. The data are derived from the time course gene expression microarray analysis. (B) qPCR validation of decreased *Fgfr2* expression in DN-Clim TEB and duct cells. Gene expression is normalized to 18s mRNA. (C) qPCR validation of decreased *Fgfr2* expression in sorted basal and luminal cells. Gene expression is normalized to 18s mRNA. (D) Immunofluorescence analysis of FGFR2 protein expression reveals decreased protein in the basal layer of DN-Clim mammary glands. (E) Semi-quantitative analysis of FGFR2 protein expression in TEB and luminal structures suggests reduced protein levels in basal cells of the DN-Clim mammary gland. WT mammary glands exhibit more protein in basal cells when compared to luminal cells, but DN-Clim mammary glands exhibit equal FGFR2 protein levels in basal and luminal cells. The percentage of TEB and duct structures that exhibit higher FGFR2 protein in basal cells was quantified by counting at least 10 structures from at least 10 frozen sections from three WT and three DN-Clim mammary glands. The data represent the mean ± SEM from three biological replicates. (F) Transient siRNA knockdown of *Fgfr2* in MCF7 reduces sphere forming efficiency in mammosphere assays. (G) Fgfr2 overexpression partially rescues reduced mammosphere forming efficiency upon transient siRNA knockdown of Clims in the MCF10A cell line. Data represent mean ± SEM from at least two littermate mice (A–C, E), or three replicate experiments (F–G).

To determine if Clims directly bind the *Fgfr2* promoter, we performed ChIP assays for Clim2, DN-Clim (Myc-tag), H3K4me3 (a marker for actively transcribed genes), and the Clim-interacting partner LMO4, followed by qPCR targeting multiple sites in the 2 kb region surrounding the *Fgfr2* transcriptional start site (TSS). Clim2 binds to a region 538 bp to 708 bp upstream of the TSS in the WT mammary gland, with enriched H3K4me3 surrounding the TSS (Figure 6A), while DN-Clim binds the same region upstream of the TSS in DN-Clim mammary glands, with a drastic reduction in H3K4me3 enrichment (Figure 6B). Additionally, LMO4 is enriched at the same region in WT mammary glands, but is absent in the DN-Clim mammary gland, suggesting a necessity for Clim2 to recruit LMO4 to the promoter. To determine if Clim-binding activates transcription, we cloned the promoter-binding region (433 to 1010 bp upstream of the *Fgfr2* TSS) into the pGL3-promoter vector. In Clim2-positive MCF10A cells, this region of DNA enhances transcription of the luciferase reporter, and DN-Clim inhibits its transcription (Figure 6C). Furthermore, *Fgfr2* expression is downregulated in MCF10A and MCF7cells upon knockdown of Clim1/2 and LMO4 (Figure 6D). Altogether, these data suggest that Clim2 promotes the maintenance of the BSC population by directly binding the *Fgfr2* promoter to drive transcription of the gene.

**Figure 6:**
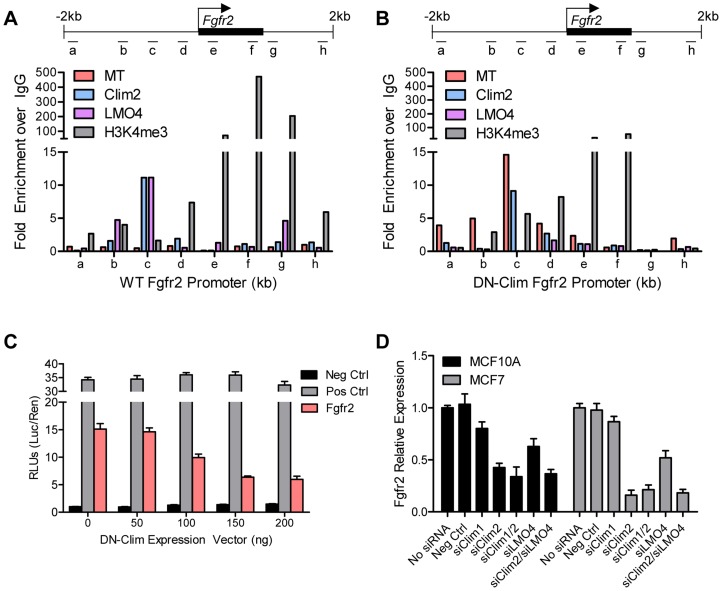
Clims and LMO4 directly target and the *Fgfr2* promoter to induce gene expression. (A–B) ChIP-qPCR assays of Myc-tagged DN-Clim, Clim2, LMO4, and H3K4me3 enrichment at the indicated locations of the ±2 kb surrounding the *Fgfr2* promoter (top panel) in (A) WT and (B) DN-Clim MECs. MECs were collected from three littermate mice then pooled for ChIP-qPCR experiments. The data suggest Clim2 binds approximately 0.5–1.0 kb upstream of the *Fgfr2* TSS. When DN-Clim is bound to this region, LMO4 binding is lost and H3K4me3 levels are decreased. (C) Luciferase assays from MCF10A cells transiently expressing the Clim-binding promoter region of *Fgfr2* in the pGL3-promoter luciferase reporter vector indicate Clim acts as an inducer of *Fgfr2* expression. The DN-Clim expression vector was transiently titrated to demonstrate reduction of luciferase activity with increasing DN-Clim expression. (D) Expression of *Fgfr2* in the MCF10A and MCF7 cells is reduced upon transient siRNA knockdown of Clim1, Clim2, and LMO4. Expression is normalized to GAPDH. Data represent mean ± SEM from three replicate experiments (C–D).

### Clim2 promotes breast tumorigenesis

The CLIM protein is expressed in ER-positive breast tumors [21], and we show here that the Clim-regulated gene network is associated with poor prognosis in breast cancer (Figure 3E). Furthermore, its interacting partner LMO4 is upregulated in breast cancer and promotes breast tumorigenesis [40], [42], [47], [48]. We examined the expression of Clims in the molecular subtypes of breast cancer and observed highest expression of Clim2 in the less differentiated claudin-low and basal-like breast cancer subtypes, while Clim1 is most highly expressed in the differentiated luminal cell types (Figure 7A–B). Accordingly, Clim2 expression alone predicts poor prognosis in breast cancer, while Clim1 expression displays an opposite trend (Figure S6). The combined expression level of both Clim genes is a strong predictor of poor outcome (Figure 7C), suggesting Clim2 is a more powerful predictor of breast cancer outcome than Clim1.

**Figure 7:**
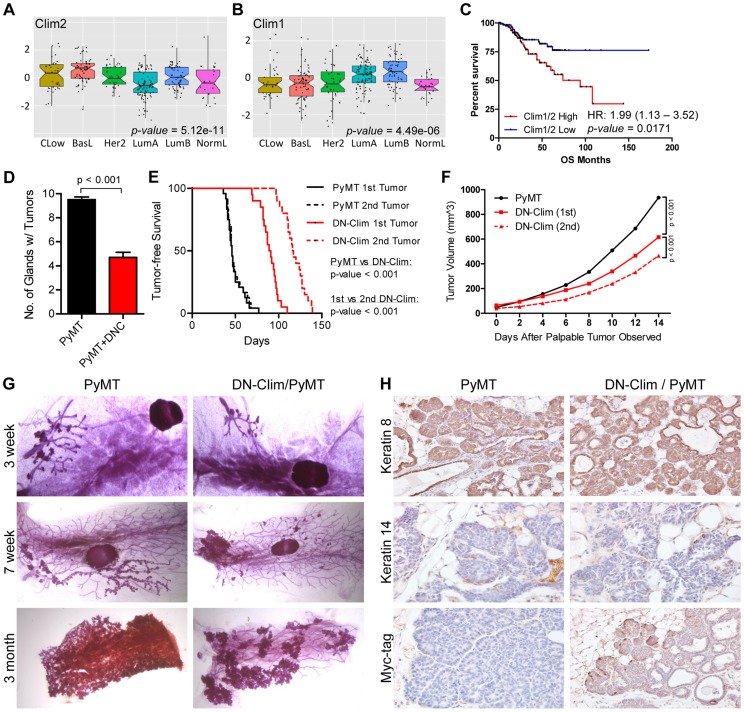
Clims promote the initiation and progression of tumors in the MMTV-PyMT breast cancer mouse model. (A–B) Expression of (A) Clim2 and (B) Clim1 in the molecular subtypes of breast cancer. Clim2 is more highly expressed in less differentiated Claudin-low (CLow) and basal-like (BasL) tumor subtypes and Clim1 is more highly expressed in the differentiated Luminal A and B (LumA and LumB) subtypes. (C) Survival analysis within the UNC 337 cohort of breast cancer patients grouped by median expression of Clim1 and Clim2 demonstrates worse prognosis in patients with highest expression of Clim1/2. (D) DN-Clim prevents tumorigenesis in the PyMT tumor model as determined by quantification of the number of mammary glands with palpable tumors. Data represent mean ± SEM from ten mice of each genotype. (E) DN-Clim expression in the PyMT tumor model significantly delays development of palpable tumors. In PyMT mice, the second palpable tumor is detected within a few days of the first tumor, but when DN-Clim is expressed there is a significant increase in the time to detect the second palpable tumor. P-values derived from Log-rank test. (F) Decreased rate of tumor progression in DN-Clim/PyMT mice. P-values derived from repeated measures ANOVA. (G) Representative whole mounts of PyMT tumors with or without DN-Clim suggest a function for Clim in the tumor initiation stages. The primary tumor was excised from three month old mice before whole mount of the mammary gland. (H) K8, K14, and Myc-tag (DN-Clim) expression in mammary glands from 6 week old PyMT mice with or without DN-Clim. High K8 and low K14 expression demonstrate the luminal subtype features of PyMT tumors. DN-Clim expression is observed in basal cells of the tumor.

To determine if Clims play a role in breast tumorigenesis, we bred the *K14-DN-Clim* gene into the MMTV-PyMT mouse model. PyMT mice develop palpable tumors in nearly every mammary gland, whereas DN-Clim/PyMT mice only develop tumors in no more than six mammary glands (Figure 7D). Additionally, DN-Clim/PyMT mice exhibit a significant delay in the development of palpable tumors (Figure 7E) and the growth rate of these tumors is drastically impaired (Figure 7F). While tumor development is rapid and frequent in PyMT mice, with consecutive palpable tumors developing within days of each other, there was a significant delay in the time required for the second palpable DN-Clim/PyMT tumor to develop and the growth rate of the second tumor was significantly slower than the first (Figure 7E–F). Taken together, these data demonstrate that Clim promotes the initiation and progression of breast cancer in the PyMT model.

To determine the stage at which Clim may be promoting breast cancer, we collected whole mounts of mammary glands from as early as 3 weeks to as late as 3 months. Hyperplastic lesions appear in the mammary glands of 3-week-old PyMT and DN-Clim/PyMT mice (Figure 7G). However, by 7 weeks entire arms of the mammary tree display hyperplastic lesions in PyMT mice, while the DN-Clim/PyMT mice only exhibit sparse lesions (Figure 7G). Consistently, after removal of the primary tumor from mammary glands of 3 month old mice we observed a decrease in the area of the epithelial tree covered in tumor tissue. The drastic difference in the number of hyperplastic nodules developing from the mammary tree suggest that Clims act during the early stages of tumorigenesis. IHC staining of 6 week old mammary glands demonstrated that these tumors primarily express K8, and not K14 (Figure 7H), confirming they are luminal tumors [49]. PyMT tumors exhibit a rare population of K14-expressing cells at the leading, basal edge of the tumor, which also express DN-Clim in the DN-Clim/PyMT tumors (Figure 7H). These data demonstrate the necessity of Clim-mediated, basal cell-specific gene expression for robust PyMT-mediated tumorigenesis, and suggest a functional role for Clim-dependent mechanisms in basal MECs during the initiation and progression of luminal breast tumors.

## Discussion

Transcriptional networks regulating the development and maintenance of the mammary gland luminal cell compartment are well characterized, with GATA3, Notch1, Elf5, and STAT5a being key factors [38], [50]–[52]. However, transcriptional regulation within the basal cell compartment remains poorly understood. Here, we describe a Clim-driven developmental transcriptional network in the basal cell compartment that maintains the number and proliferative potential of BSCs. Interfering with this transcriptional network leads to defective branching morphogenesis and impaired PyMT-mediated tumorigenesis. In addition, Clim-dependent basal cell-derived transcriptional programs support the expression of key luminal growth factor receptors and maintain the identity of luminal cells (Figure 8).

**Figure 8:**
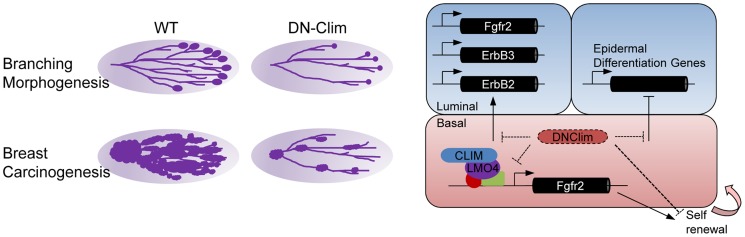
Regulatory roles for Clims in normal development and cancer. Clims promote branching morphogenesis and carcinogenesis in the mammary gland (left). Direct regulation of *Fgfr2* expression by Clims and LMO4 in the basal cell compartment facilitate basal stem cell self-renewal (right). Clims mediate a transcriptional program within the basal cell compartment to promote expression of *Fgfr2, ErbB2*, and *ErbB3* in the luminal cell compartment, in addition to maintaining luminal epithelial cell fate by restricting the expression of epidermal differentiation genes.

The widely expressed Clims regulate unique transcriptional programs in diverse cell types. In part, this likely depends on Clim's tissue specific interactions with LIM domains of distinct LHX and LMO family members, such as LMO2 and LHX2 in erythroid cells [12], [53], LHX3 in the neural tube [54], LHX2 in hair follicles [22], [55], [56], and LMO4 in the mammary gland [40]. Despite this diversity in interactions, Clims seem to play a general role in promoting stem cell maintenance as previously shown in intestinal and hair follicle epithelia [22], [57], blood [58], and ES cells [59]. How Clims maintain stem cell features is largely unexplained. We address this question in the mouse mammary gland with the K14-DN-Clim mouse model that targets both Clim family members in the basal cell population. DN-Clim, effectively disrupts Clim/LIM domain-mediated transcriptional complexes *in vivo*, as has been demonstrated in *Drosophila*, Zebrafish, and mouse [22], [60]. Additionally, knockout of *Lhx2*, the Clim-interacting partner in hair follicle stem cells, gives a similar phenotype as expression of DN-Clim [22], [55]. Lacking the dimerization domain, DN-Clim binds LIM domain proteins to inhibit their interactions with endogenous Clims, thereby preventing Clim-mediated looping involved with higher order transcriptional complexes. We still observed DN-Clim at the promoter of the *Fgfr2* gene, indicating that these interactions still allow the binding of LIM domain transcription factors to their target promoters. The N-terminal dimerization domain may have other functions not inhibited by DN-Clim, including possible interactions with other non-LIM domain transcriptional regulators [15], [16] and interactions with the RLIM ubiquitin ligase that leads to degradation of associated LIM domain proteins [61]. DN-Clim has been demonstrated to stabilize nuclear LIM domain proteins [62], which may result in increased levels of these proteins in the basal cells of the mammary gland.

In the mammary gland, several lines of evidence argue that Clims maintain basal stem cells by stimulating expression of *Fgfr2*. Expression of a DN-Clim molecule in the mouse mammary gland and knockdown of Clims in human MECs lead to downregulation of *Fgfr2*. Also, Fgfr2 overexpression can rescue the impaired mammosphere formation after Clim knockdown in MECs. Furthermore, we demonstrate that Clims associate with and regulate the *Fgfr2* promoter in MECs. This model is consistent with work showing that FGF signaling is essential to branching morphogenesis in several epithelial organs, including the drosophila trachea and the mammalian mammary gland, lung, kidney, and salivary gland [63]. FGF signaling promotes mammary embryonic placode formation [64], and Fgfr2 is necessary to maintain the TEB structure and promote primary branching [34], [35]. In addition, Fgfr2 is required for maintenance of the CD29^Hi^CD24^+^ basal cell population and accordingly the maintenance of regenerative BSCs within this population [46]. The defects in branching morphogenesis, basal epithelial cell frequency, and MRU capacity observed in these Fgfr2 transgenic mouse models closely resemble the DN-Clim mammary gland phenotype. Thus, Clim acts immediately upstream of Fgfr2 signaling in the basal cell population through direct regulation of the *Fgfr2* gene to maintain BSCs and promote branching morphogenesis.

Our data suggest that Clim associates with its known mammary gland binding partner LMO4 to regulate the *Fgfr2* gene. We find that LMO4 binds to the same region of the *Fgfr2* promoter, and knockdown of LMO4 also leads to decreased *Fgfr2* gene expression. Furthermore, we find that LMO4 knockdown leads to decreased mammosphere formation in MECs. That these proteins function as a complex is supported by experiments showing that the combined Clim/LMO4 knockdown does not lead to further decrease in mammosphere formation over individual knockdowns. Furthermore, functional studies of LMO4 in the mammary gland demonstrate its role in promoting branching morphogenesis and lobuloalveoar development by sustaining cell proliferation [39], [41]. Altogether, these observations suggest Clims act through LMO4 in the mammary gland to promote BSC maintenance and development.

In addition to regulating the number and replicative potential of BSCs, we find evidence that Clims regulate a basal cell program that maintains luminal cell fate. Since one of the models of stem cell hierarchy in the mammary gland proposes that BSCs give rise to the luminal cells [4], this program may be established cell autonomously in the basal progenitors and persists in the luminal cells. Alternatively, the Clim-controlled program may act through basal-to-luminal cell signaling; there is previous evidence for crosstalk between the basal and luminal compartments through paracrine and cell adhesion-mediated mechanisms [1], [2]. Irrespective of the underlying mechanisms, since DN-Clim is selectively expressed in the basal cell compartment, our gene expression data in basal and luminal cell compartments clearly reveals an effect of basal-specific Clim function on gene expression in luminal cells. In particular, DN-Clim mice exhibit downregulation of key growth factor receptors ErbB2 and ErbB3, and upregulation of several epidermal differentiation genes. These observations demonstrate an essential role for Clims in the basal cell compartment to coordinate gene expression programs in the luminal cell compartment, and for the first time demonstrate the importance of basal cell factors on regulating the expression of key luminal regulators in the EGFR family. These mechanisms may contribute to the abnormal mammary development and decreased breast tumorigenesis in the DN-Clim/PyMT mice.

The role of Clims is not limited to mammary gland development as our work also suggests they act within basal cells during the early stages of tumorigenesis. Expression of DN-Clim within the basal cell compartment significantly impairs the ability of PyMT to initiate neoplastic lesions. In the murine MMTV-PyMT tumor model Fgfr2 is overexpressed in the CD29^Hi^CD24^+^ tumor initiating cell population and is necessary to initiate tumorigenesis in these mice [65]. As Clims are direct regulators of *Fgfr2* in the mammary gland, the reduced tumorigenicity observed in DN-Clim/PyMT mice could in part be explained by Clim-mediated regulation of *Fgfr2* in cancer stem-like cells. The MMTV promoter directs PyMT expression to both luminal and basal cells [66], and while the histology and gene expression patterns group PyMT breast tumors with the luminal subtype of breast cancer, their cell of origin remains unknown [67]. Clims could be promoting early tumorigenesis through one of two scenarios: 1) Clims specifically maintain a basal cell-derived tumor initiating cell, or 2) Clims coordinate the communication of basal-derived tumorigenic signals to the luminal cell compartment, such as promoting the expression of Her2 in luminal cells. These signals would have to occur during the early stages of tumorigenesis when K14-positive basal cells are still present in premalignant lesions [68]. While basal cells have previously been assumed to act as inhibitors of breast cancer progression [69], the restricted tumorigenicity observed in the DN-Clim/PyMT mammary gland suggests basal cells may permit tumorigenesis.

Corresponding to these functional mouse experiments, we observed differential expression of Clims in the molecular subtypes of breast cancer, with high expression leading to poor outcome. It is well known that Clims are expressed in luminal cells and coordinate transcriptional programs through ERα in human breast cancer [21]. However, our K14-DN-Clim mouse model suggests an additional function for Clims during breast tumorigenesis in the ER-negative basal cell population, either through direct regulation of the basal cell or through indirect effects on the luminal cell. Furthermore, we find that a Clim-regulated gene module correlates with poor breast cancer prognosis arguing, for relevance of the mouse experiments for human breast cancer. It is possible that Clims may in part promote breast cancer through activation of *Fgfr2* expression. Deregulation of FGF signaling is observed in breast cancer [70], with *FGFR2* amplification and overexpression observed in 5–10% of human breast cancers, correlating with poor prognosis [71], [72]. In addition, single point mutations in the *FGFR2* gene are associated with increased risk in human breast cancer [73].

In conclusion, we have demonstrated that Clims are a necessary factor in mammary gland branching morphogenesis, maintaining the BSC compartment. Clim2 coordinates with LMO4 to govern these processes through direct regulation of the *Fgfr2* gene. In a breast cancer mouse model Clims act within the basal cells to permit tumorigenesis, possibly through the maintenance of cancer stem-like cells. As Clims are expressed in human breast cancer and correlate with poor differentiation of ER-positive tumors, elucidating Clim targets at a global scale may give insight into the transcriptional mechanisms that maintain primitive cancer cells. The developmental transcriptome of the TEB and duct populations reported will provide a valuable resource for delineating the molecular relationships between development and tumorigenesis, in addition to identifying novel prognostic and therapeutic targets.

## Materials and Methods

### Mouse strains

Generation and maintenance of K14-DN-Clim mice were as previously described [22]. MMTV-PyMT mice (Jackson Labs) were maintained on the K14-DN-Clim mixed background. Fox Chase SCID Beige mice (Charles River) were used as recipients for transplant experiments. All experiments conform to the regulatory guidelines approved by the International Animal Care and Use Committee of the University of California, Irvine.

### Tissue and cell preparation

Mammary glands 4 and 9 were dissected and either whole mounted, paraffin embedded, or frozen in O.C.T. For proliferation assays, mice were injected with BrdU (50 µg/g, Sigma-Aldrich) 4 hours prior to sacrificing. Adult (8 to 12 week) mammary glands for single-cell suspensions were generated according to Stem Cell Technologies protocol. When collecting RNA, the collagenase/hyaluronidase digestion was reduced to 1.5 hours.

### Flow cytometry, sorting, and in vitro culture

Single-cell suspensions were incubated with Propidium Iodide (2 µg/mL, Sigma-Aldrich), CD31-APC, CD45-APC, TER119-APC, CD24-PE (BD Biosciences) and analyzed by flow cytometry on FACSCalibur (BD Biosciences) or sorted on FACSAriaII (BD Biosciences). Bulk primary MECs for in vitro culture were incubated with biotinylated CD31/CD45/TER119 cocktail (Stem Cell Technologies) and magnetically separated to remove lineage cells.

### Cleared fat pad transplantation

FACS-sorted CD29^Hi^CD24^+^ cells were transplanted into cleared fat pads of 3 week old immunocompromised SCID Beige recipients. Mammary glands were evaluated 8 weeks after transplantation. Limiting dilution analysis was performed on the ELDA Web-based tool (http://bioinf.wehi.edu.au/software/elda/).

### Microarray and bioinformatic analysis

RNA was collected from laser capture microdissected (Leica LS-AMD) or FACS sorted MECs with the RNeasy Mini Kit (Qiagen). Gene expression was measured with Affymetrix Mouse Gene 1.0ST array. Data were analyzed with PLIER algorithm. Differential expression was determined with the CyberT algorithm [31] and time course developmental gene expression analysis was performed with the BETR algorithm [24]. Detailed methods of data analysis are described in the supplemental methods accompanying this manuscript.

### Accession numbers

The gene expression microarray data has been submitted to GEO (http://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE57724.

Additional details for the above methods are presented in Text S1, as well as methods for IHC, immunofluorescence, whole mount, ChIP, RT-qPCR, mammosphere and colony forming assays, siRNA transfection, lentiviral expression, luciferase assays and microarray analysis.

## Supporting Information

Dataset S1 List of TEB signature genes. BETR p-values and fold change at each time point is presented for each TEB signature gene. Signature genes have BETR p-value<0.001 and ±1.5 fold change.
(XLSX) Click here for additional data file.

Dataset S2 List of Duct signature genes. BETR p-values and fold change at each time point is presented for each Duct signature gene. Signature genes have BETR p-value<0.001 and ±1.5 fold change.
(XLSX) Click here for additional data file.

Dataset S3 List of DEGs in the DN-Clim TEB. CyberT p-values and fold change at each time point for the TEB are presented. DEGs have p-value<0.01 and ±1.5 fold change in at least two time points. NA: gene did not meet expression criteria in the specified time point.
(XLSX) Click here for additional data file.

Dataset S4 List of DEGs in the DN-Clim Duct. CyberT p-values and fold change at each time point for the Duct are presented. DEGs have p-value<0.01 and ±1.5 fold change in at least two time points. NA: gene did not meet expression criteria in the specified time point.
(XLSX) Click here for additional data file.

Dataset S5 List of DEGs in the WT Basal vs Luminal cell comparison. CyberT p-values and fold change are presented. DEGs have p-value<0.001 and fold change ±1.5.
(XLSX) Click here for additional data file.

Dataset S6 List of DEGs in the DN-Clim basal cell population. CyberT p-values and fold change are presented. DEGs have p-value<0.001 and fold change ±1.5.
(XLSX) Click here for additional data file.

Dataset S7 List of DEGs in the DN-Clim luminal cell population. CyberT p-values and fold change are presented. DEGs have p-value<0.001 and fold change ±1.5.
(XLSX) Click here for additional data file.

Figure S1 Specificity of Clim2 antibody and DN-Clim females fail to support full litters. A) The Clim2 antibody specifically targets the Clim2 protein with no reactivity to Clim1, as determined by western blot on protein lysates from HEK293 cells overexpressing the Clim1 and Clim2 proteins. The Clim1/2 antibody detects Clim1 and Clim2 only in their respective overexpression lysates. Vector Ctrl Lysate = Vector transfected lysate control. (B) Average number of pups per litter from WT and DN-Clim females. DN-Clim mice are unable to support the full litter after postnatal day 2. (C) Growth rate of pups from WT and DN-Clim females. Surviving pups from DN-Clim females grow at a normal rate compared to pups from the WT mother.
(PDF) Click here for additional data file.

Figure S2 Time course analysis of Clim expression and comparison of Clim-regulated genes to TEB and duct genes. (A) Expression of Clim1 and Clim2 from time course analysis of TEB and duct cells. (B) Significant overlap of differentially expressed genes from the DN-Clim TEB and duct. (C–D) DEGs in the DN-Clim (C) TEB and (D) duct are significantly enriched in their respective developmental gene set.
(PDF) Click here for additional data file.

Figure S3 Gene expression profiling in sorted basal and luminal mammary epithelial cells. (A) Selection of live (PI-negative), Lin^−^ (TER119-, CD45-, and CD31-negative) single cells. (B) Gating for basal (Lin^−^CD29^Hi^CD24^+^) and luminal (Lin^−^CD29^L^°CD24^+^) MECs. (C) Post-sort analysis of basal MECs. (D) Post-sort analysis of luminal MECs. APC: Lin markers, PE: CD24, FITC: CD29. (E–F) qPCR validation of (E) Krt14 and (F) Krt8 in sorted cells indicates pure basal and luminal cell populations. (G) qPCR validation of DN-Clim transgene expression confirms expression of DN-Clim in basal cells. (H) DN-Clim basal and (I) DN-Clim luminal DEGs are significantly enriched in the combined list of DN-Clim TEB and Duct DEGs. Ontology analysis of (J) DN-Clim basal DEGs and (K) DN-Clim luminal DEGs. The categories represent top hits from DAVID and the Molecular Signatures Database.
(PDF) Click here for additional data file.

Figure S4 Reduced expression of ErbB2 and ErbB3 receptor tyrosine kinases in the DN-Clim mammary gland. Expression of the (A) ErbB2 and (B) ErbB3 in the time course microarray (left panel), as determined by qPCR in 6 week old laser capture microdissected TEB and duct cells (middle panel), or in 8 week old sorted basal (Bas) and luminal (Lum) cells (right panel). Each are significantly downregulated in the TEB and duct cells. Their expression is restricted to the luminal cell compartment, and their downregulation in DN-Clim luminal cells suggests non-autonomous regulation of these genes by Clims through the basal cell population. Data represent mean ± SEM from at least two littermate mice. * p-value<0.05, ** p-value<0.01, *** p-value<0.001, ns: not significant.
(PDF) Click here for additional data file.

Figure S5 Luminal progenitor cell analysis, representative whole mounts from DN-Clim transplants and validation of gene knockdown by siRNA. (A) CD61 was used as a marker for luminal progenitor cells in the Lin-CD29^l^°CD24^+^ population. No differences were observed in the quantity of these cells in the DN-Clim mammary gland. (B) Whole mounts of the two successful mammary transplants of DN-Clim CD29^Hi^CD24^+^ cells. Both mammary glands exhibit defects in ductal penetration and branching morphogenesis. Inset from the fat pad transplanted with 100 DN-Clim cells shows the epithelial outgrowth indicated by the arrow. (C–E) Expression of Clim1 (C), Clim2 (D), and LMO4 (E) validates specific transient knockdown of mRNA for each respective gene.
(PDF) Click here for additional data file.

Figure S6 Contribution of Clim expression to prognosis prediction. Survival analysis based on expression of (A) Clim1 or (B) Clim2. Patients were divided into high and low expressing groups based on median expression of each gene. P-values derived from the Log-rank test.
(PDF) Click here for additional data file.

Text S1 Supplemental materials and methods.
(DOCX) Click here for additional data file.

# Supplementary material for: The Co-factor of LIM Domains (CLIM/LDB/NLI) Maintains Basal Mammary Epithelial Stem Cells and Promotes Breast Tumorigenesis
**Source:** PLoS Genet. 2014 Jul 31;10(7):e1004520. doi: 10.1371/journal.pgen.1004520
**Supplement:** Text S1 — Supplemental materials and methods.

**SUPPLEMENTAL MATERIALS AND METHODS**

**Mouse strains**

*K14-DN-Clim* mice were generated in CB6F1 mice as previously described [22]. *K14-DN-Clim* males were crossed with wild type littermates, except for experiments to determine DN-Clim function in pregnancy and lactation. All experiments conform to the regulatory guidelines approved by the International Animal Care and Use Committee of the University of California, Irvine.

**Pup growth analysis**

DN-CLIM pregnant females were observed daily, and the number of living pups were counted upon birth. Pups were counted and weight was measured every other day. Analysis of differential growth rate was performed by repeated measures ANOVA.

**Whole mount preparation and analysis**

The #4 and #9 mammary glands were resected and spread on tissue specimen microscope slides (Fisher Scientific). Mammary glands with large tumors had the primary tumor resected before mounting the remaining mammary gland. Slides were fixed in Carnoy’s fixative overnight at room temperature, then washed in 70% EtOH and gradually hydrated in distilled water before staining in Carmine Alum (Sigma) overnight at 4°C. If necessary, slides were destained in 70% EtOH with 2%HCl. Slides were then rinsed in 70% EtOH and gradually dehydrated in 100% EtOH, then washed in Xylene before mounting with Permount (Fisher Scientific).

Analysis of branching morphogenesis and lobuloalveolar development was performed in ImageJ [1]. For analysis of duct length, the three longest primary ducts were measured using the lymph node as a central point of reference. At least three replicate mice were used for each time point. Statistical significance was determined by repeated measures ANOVA, and the p-value for the genotype by week interaction is reported to demonstrate a statistical difference in the rate of growth over time. Branch points were then counted for each of the three longest ducts and normalized by dividing by the length of the duct (mm). Statistical significance was determined at each time point by Student’s t-test. TEB diameter was also measured in ImageJ; at least 5 TEBs were measured per mammary gland. Statistical significance was determined in the same way as described for the duct length, and the p-value for the TEB size by week interaction is reported. Epithelial density of mammary glands from pregnant mice was also determined in ImageJ.

**Immunohistochemistry**

The #4 and #9 mammary glands were paraffin embedded and sectioned into 8µm sections. Sections were baked at 60°C for at least 30 min, then deparaffinized and hydrated by gradually washing in xylene, EtoH, water, and PBS. Antigen unmasking was performed by heating sections in 10mM sodium citrate buffer (pH 6.0) for 10 min, then blocked in dual endogenous enzyme block (Dako) and serum-free protein block (Dako). Antibodies were diluted in antibody diluent (Dako) at the following concentrations: α-Ldb1 (1:250, GeneTex 23499), α-Myc-tag (1:250, LifeTechnologies), α-BrdU (1:200, Roche), α-K8 (Troma-I, 1:500, Developmental Studies Hybridoma Bank), α-K14 (1:250, Abcam). Sections were incubated in primary antibody overnight at 4°C. Slides were incubated with the corresponding secondary antibody (1:500, Vector Laboratories) for 1hr at room temperature, then incubated in Vectastain ABC reagent (Vector Laboratories) for 1hr at room temperature, followed by treatment with DAB substrate (Vector Laboratories) and counterstained in hematoxylin. Slides were then dehydrated in gradual ethanol and xylene, then coverslips mounted with Permount. Images were taken on the Nikon Eclipse 50i and analyzed with SPOT Advanced software.

**BrdU incorporation analysis**

Mice were given intra-peritoneal injections of 5’-Bromo-2’deoxyuridine (BrdU, 50µg/g, Sigma-Aldrich) 4hrs prior to sacrificing. IHC was used to determine incorporation of BrdU into proliferating cells as described above. To quantify the percentage of BrdU+ cells, at least three mice (minimum of 5 sections from each mammary gland) were analyzed by determining the total ratio of positive to negative nuclei from at least 5 fields of view containing either TEB or duct tissue. Student’s t-test was used to determine statistical significance between genotypes.

**Immunofluorescence**

The #4 and #9 mammary glands were resected and frozen in O.C.T. compound (Fisher Scientific) and sectioned at -30°C into 6-8µm sections. Before staining, slides were warmed at room temperature for 30min, then fixed in cold acetone for 10min at -20°C. Sections were permeabilized in PBS with 0.25% TritonX for 10min, then blocked with 1%BSA in PBST for 30min. Sections were incubated in α-Fgfr2 (Bek, 1:200 Santa Cruz Biotechnology) and α-K14 (1:200, Abcam) for 1hr at room temperature, then in the corresponding secondary antibody conjugated with either AlexaFluor 488 or AlexaFluor 594 (1:1000, LifeTechnologies). Sections were then counterstained and mounted in DAPI hardmount solution (Vector Laboratories). Images were acquired on the Nikon Eclipse Ti and analyzed with NIS-Elements AR software. Apoptosis experiments were performed using the *In situ* cell death detection kit, fluorescein (Roche).

**Laser capture microdissection**

The #4 and #9 mammary glands from 4, 6, 8, and 10 week old mice were collected and frozen in O.C.T. Sections were cut at -30°C and fixed in cold acetone for 10min at -20°C, followed by 70% EtOH for 5min at room temperature. To minimize potential RNA degradation, a rapid hematoxylin and eosin staining procedure was used in which slides were washed and stained for no more than 10sec in each solution. All solutions were made with RNAse-free water. Sections were allowed to air dry for 5min prior to laser capture microdissection on the Leica LS-AMD microscope. TEB and duct tissue was microdissected in a manner to capture as much epithelial tissue as possible, minimizing the amount stroma and fat. Microdissected tissue was collected in lysis buffer with 10% 2-mercaptoethanol (Sigma-Aldrich) to preserve RNA integrity.

**RNA Isolation**

RNA from laser capture material was isolated using the RNeasy mini kit (Qiagen) according to the specifications for laser capture material. RNA from FACS sorted cells was also isolated using the RNeasy mini kit. All other RNA was isolated with TRIzol reagent (Life Technologies). When isolating RNA from mammary tissue, the lymph node of #4 and #9 mammary glands was removed. RNA concentration was measured with the NanoDrop 1000. Prior to microarray hybridization, RNA integrity was determined on the Agilent Bioanalyzer 2100.

**RT-qPCR**

First-strand cDNA synthesis for qPCR analysis was performed with iScript reverse transcriptase (Bio-Rad) and qPCR was performed with SsoFast EvaGreen Supermix (Bio-Rad) on the Bio-Rad CFX384 Real Time System. GAPDH and 18s expression were used for as controls normalization in human and mouse cells, respectively. Differential expression was determined with the ΔΔCt method. Primers sequences for each gene are as follows:

| Gene | Forward Primer | Reverse Primer |
| --- | --- | --- |
| mm18s | ATGGCCGTTCTTAGTTGGTG | GAACGCCACTTGTCCCTCTA |
| hsGAPDH | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |
| mmClim1 | ACTATCGGCAGGACCCTCATT | TGGTCGCAGTCTACTGTGATG |
| hsClim1 | ATTGGTTTTGTGGGCAGTTT | TTTAACACACGGAGCCACTG |
| mmClim2 | AAGTCATTCAAGCTGTACTCGC | TCCAGTTCTGTAGCCGTTTGT |
| hsClim2 | GGCCCAACTCCCATGTATC | TCCGGCCAATGGTATATCTC |
| mmDN-Clim | TGTATCACCATGGACCCTCAT | AAGAAGAAGGCATGAACATGG |
| hsLMO4 | GCCAGACCAGAAGGTCTGCTA | CCAATAAATGCGGGAAGGGC |
| mmKrt14 | GGACCAAGTTTGAGACGGA | ATCCCGCATCTCGTTCAG |
| mmKrt8 | GAAGTTCGTGCCCAGTACGAG | CGGTTGATGTTGCGGTTCAT |
| mmErbB2 | GCGTCCTGTTGTTCCTG | TCCAGATGCCCTTGTAGAC |
| mmErbB3 | GTGATGTCTGGAGTTACGG | CAATCATCCAACACTTGACC |
| mmFgfr2 | GATGTTGAAAGATGATGCCAC | GGTATTCCCGGAGGTTG |
| hsFgfr2 | GGAAAGTGTGGTCCCATCTGA | TCCAGGTGGTACGTGTGATTG |
| mmFgfr2 Prom (-2.0kb) | CCAGGCTGGCACTTCTATCT | GGCTTCCCTCCTATTCAGCA |
| mmFgfr2 Prom (-1.5kb) | TCAGAAGTGTGAGGCAGGAG | TCAAGCTCCCGAACTTCTCT |
| mmFgfr2 Prom (-1.0kb) | GACAGACATGCAGGCAAACA | TAGGTGGCATGGAGATCAGG |
| mmFgfr2 Prom (-0.5kb) | CTGCCATGGGAAAAGGCAAT | GGAGACCAGAGGCTTTGGAT |
| mmFgfr2 Prom (TSS) | AGTTCCTAGCCAGCTTTGGT | GCAACATCTCCCACGAACAT |
| mmFgfr2 Prom (0.5kb) | CAGAGTGGATCGGGATGGAG | CCAGTCCTTTCTTCTGCTGC |
| mmFgfr2 Prom (1.0kb) | ATTGGGATGGAGGTGCTGAA | TTCAAGGTAATCGTCGTGCC |
| mmFgfr2 Prom (1.5kb) | TGCCGTGGATTTGAAAGCAA | TCTAACTTGCGCGCTCATTC |
| mmCrisp3 (ChIP neg ctrl) | TCACTATGGGCAGAAATGTTG | TGAGCAAATTCAAGGAAGCA |

**Mouse cell preparation, flow cytometry, and sorting**

Adult (8 to 12 week) mammary glands for single-cell suspensions were generated according to Stem Cell Technologies protocol. When collecting RNA from cells, the collagenase/hyaluronidase digestion was reduced to 1.5 hours. For sorting and flow cytometry, the single cell suspensions were labeled with CD31-APC, CD45-APC, TER119-APC, CD24-PE or CD24-PE-Cy7, CD29-FITC, and CD61-PE antibody in PBS+2%FBS for 30 minutes at room temperature. Cells were washed with PBS+2%FBS and labeled with Propidium iodide before analysis. Flow cytometry analysis was performed on the BD FACSCalibur and sorting was performed on the BD FACSAriaII. Live, single cells were gated to exclude lineage cells labeled with CD31, CD45, and TER119. For sorted cells, immediate post sorting analysis indicate at least 98% purity of cell populations

**Mammary stem cell transplants into cleared mammary fat pads**

For limiting dilution transplantation, sorted basal cells of each genotype were counted and

resuspended in a 1:1 solution of PBS/Matrigel (BD Biosciences) at desired concentrations

(5,000, 1,000, 500, 100, and 50 cells/10 µL). Cell/Matrigel solutions were then injected in a 10-µL volume into contralateral cleared fat pads of inguinal mammary glands of 3-week-old female SCID/Beige mice (Charles River) using a custom ordered 26-G needle attached to a 50-µL Hamilton glass syringe. Mice were anesthetized by an intraperitoneal injection of ketamine and xylazine (750 and 50 mg per kg body weight, respectively). Outgrowths were analyzed eight weeks after transplantation. Statistical analysis of the take rate was performed using the ELDA Web-based tool (<http://bioinf.wehi.edu.au/software/elda/>) [2].

**Mammary colony forming and mammosphere culture**

When culturing primary murine mammary epithelial cells, single cell suspensions were enriched for mammary epithelial cells by immunolabeling with biotinylated lineage markers and magnetic cell separation (Stem Cell Technologies). For colony forming cell assays, single cells were seeded at a density of 250 cells/cm^2^ onto plates with Mitomycin C (10µg/mL) treated NIH 3T3 feeder cells (1000 cells/cm^2^) and cultured in EpiCult-B Medium per manufacturer’s instructions (Stem Cell Technologies). After seven days of culture, colonies were stained with Wright-Giemsa (Sigma-Aldrich) and counted. Colony size was measured in ImageJ.

For mammosphere assays, 10,000 cells per well were seeded into 24-well ultra-low attachment plates (Fisher Scientific). Primary mouse cells were grown in complete EpiCult B medium supplemented with B27 (Life Technologies). MCF10A and MCF7 cells were grown in DMEM/F12 supplemented with B27, EGF (20ng/mL), bFGF (20ng/mL), Heparin (4µg/mL), and 2%FBS. Mammospheres were counted after 7 days. When passaging, mammospheres were collected by centrifugation, then dissociated in 0.05% Trypsin by gentle pipetting. Cells were then passed through 40µm cell strainer to remove any extra aggregates. 5,000 cells were re-seeded into each well.

**Transfection and lentiviral expression**

MCF10A and MCF7 cells were transfected with Clim1, Clim2, or LMO4 siRNAs (Qiagen) using Lipofectamine RNAiMAX transfection reagent (Life Technologies). Three siRNAs per gene were optimized and validated individually for optimal transfection conditions and specificity of gene knockdown. For mammosphere assays the siRNAs were pooled and reverse transfected into cells on adherent plates. The following day, transfected cells were seeded for mammosphere assays. RNA was collected before seeding for mammosphere assays and after counting mammospheres to validate continued mRNA knockdown throughout the assay.

For lentiviral expression in MCF10A cells, GFP and Fgfr2 expression constructs (GeneCopoeia) were transfected into the 293Ta lentiviral packaging cell line (GeneCopoeia) per manufacturer’s instructions. The Lenti-Pac HIV Expression packaging kit (GeneCopoeia) was used to generate lentiviral particles. Viral particles were used to transduce MCF10A cells in complete growth medium and Ploybrene (5µg/mL). Successfully transduced cells were selected by treating with Puromycin every 3-4 days. Expression of GFP was validated by visually inspecting fluorescence, and expression of Fgfr2 was validated by western blot.

**Chromatin immunoprecipitation and luciferase assays for Fgfr2 promoter analysis**

For chromatin immunoprecipitation assays, primary mammary epithelial cells were collected and pooled from 4 wild type and 4 DN-Clim mice. During mammary cell preparation, Collagenase/Hyaluronidase treatment was reduced to 1hr. Fat was removed by centrifugation and the remaining pellet was treated with ammonium chloride to remove erythroid cells.

ChIP assays were performed as previously described [3]. Protein-DNA complexes were crosslinked by treating with 1% Formaldehyde in DPBS with protease inhibitors (PMSF (1mM), Aprotinin (1µg/mL), and Leupeptin (1µg/mL)) and incubating 15min at room temperature with gentle shaking. Crosslinking was stopped by adding glycine to 0.125M final concentration and incubating for 5min at room temperature with gentle shaking. Protein was collected and sonicated (15s on/off cycle for 45 min).

ChIP was performed with Dynabeads (Life Technologies). Dynabeads were incubated overnight at 4°C with 2µg antibody (IgG (Sigma), Clim2 (Stem Cell Technologies), LMO4 (Stem Cell Technologies), Myc-tag (Life Technologies), or H3K4me3 (Millipore)). IP was performed by adding 24µg of sonicated chromatin to each antibody/bead complex and incubating at 4°C overnight on a rotating platform. Protein-DNA complexes were reverse crosslinked by adding NaCl to 0.2M final concentration and incubating overnight at 67°C. Enrichment of target DNA sequences was analyzed by qPCR and calculated as fold enrichment over IgG. Crisp3, a gene that is not expressed in the mammary gland, was used as a negative control.

The Clim/LMO4 binding region upstream of the *Fgfr2* TSS in the mouse was cloned using the following primers targeting the promoter sequence 433 to 1,010 base pairs upstream of the *Fgfr2* TSS: Forward – CTCCTGCCTCACACTTCTGA, Reverse – AATTCCCAGCATCCACTTGG. The NheI and XhoI restriction enzyme sites were added to the 5’ end of the forward and reverse primers, respectively. The DNA fragment was inserted into the pGL3-promoter luciferase reporter vector (Promega). The reporter vector, DN-Clim expression vector, and renilla luciferase control vector were transfected into MCF10A cells using X-tremeGENE HP transfection reagent (Roche). The Dual Luciferase Reporter assay (Promega) was used to measure luciferase per manufacturer’s instructions.

**MMTV-PyMT breast tumor analysis**

For analysis of tumor-free survival, mice were monitored daily until the first palpable tumor is observed. From that time, calipers were used to measure length and width of tumors every other day for 14 days and volume was estimated with the following formula: (π/6)*(length^2^)*width. Growth rate of the first and second observed tumors were analyzed for statistical differences by repeated measures ANOVA. The p-value presented represents the significance when comparing growth rate (the interaction between tumor volume and time).

**Microarray analysis**

RNA for gene expression profiling was analyzed for integrity on the Agilent Bioanalyzer 2100. For laser capture microdissected material, RNA Integrity Number (RIN) was at least 8 for each sample, and FACS sorted cells had RINs of at least 9.5. For the timecourse analysis of TEB and duct cells we used only littermate mice for each time point, resulting in 3 WT and 3 DN-Clim replicates for the 4 week time point, 3 WT and 2 DN-Clim 6 week old replicates, 2 WT and 3 DN-Clim 8 week old replicates, and 2 WT and 3 DN-Clim 10 week old replicates. Arrays were processed at the UC Irvine Genomics High Throughput Facility, and analyzed by PLIER analysis. Genes with raw expression values below 200 in every sample were classified as non-expressed and removed from analysis. The data was log2 transformed and mean centered with unit variance. To determine genes that are developmentally regulated in each WT cell type over the time course, we applied the Bayesian Estimation of Temporal Regulation algorithm [24], using a p-value cutoff of 0.01. Average fold change between TEB and duct for each gene was calculated for each time point, and developmentally regulated genes (BETR p-value <0.01) with more than 1.5-fold change in at least two time points were used to classify gene signatures for TEB and duct cells. To determine differentially expressed genes in the DN-Clim mammary gland we applied the CyberT algorithm to compare expression in WT and DN-Clim TEB and WT and DN-Clim duct cells [4]. Genes with p-value < 0.001 and at least 1.5-fold change in at least two time points were classified as differentially expressed. Gene modules were analyzed for enrichment of functional categories and other gene signatures using DAVID [5] and the Molecular Signatures Database [32]. For comparison of overlap between gene modules, the hypergeometric test was applied, using the total number of genes reported for the Affymetrix Mouse Gene 1.0ST as the population size.

For gene expression profiling of FACS sorted basal and luminal cells, 2 WT and 2 DN-Clim littermates were used as replicates. Arrays were processed in the same manner as described above, with the exception that genes with raw expression values below 150 in all samples were removed from the analysis. Differential expression between WT and DN-Clim basal, WT and DN-Clim luminal, and WT basal and luminal cells was determined with the CyberT algorithm. Genes with a p-value < 0.01 and fold change of at least 1.5 were classified as differentially expressed.

Expression of gene sets were analyzed in three independent breast cancer studies with gene expression microarray and clinical survival data: UNC337 [27], NKI295 [28], and CRI537 [29]. The RMA algorithm followed by mean centering and conversion to unit variance was used to process each data set. Mouse gene identifiers were converted to their human homologs, and genes for each module were extracted; genes with multiple probes were averaged. Statistical comparison of the expression of gene modules in the different subtypes of breast cancer was performed by ANOVA. For survival analysis, the average expression of each gene module was calculated for each tumor sample, then each data set was split into high and low expressing groups based on median expression of these values. Proliferation genes were removed from gene signatures as described by Ben-Porath et al [6]. Statistical comparison of survival curves was performed with the Log-rank test and hazard ratios with 95% confidence intervals are reported.

**REFERENCES FROM TEXT S1**

1. Schneider CA, Rasband WS, Eliceiri KW (2012) NIH Image to ImageJ: 25 years of image analysis. Nat Methods 9: 671-675.

2. Hu Y, Smyth GK (2009) ELDA: extreme limiting dilution analysis for comparing depleted and enriched populations in stem cell and other assays. J Immunol Methods 347: 70-78.

3. Yu Z, Mannik J, Soto A, Lin KK, Andersen B (2009) The epidermal differentiation-associated Grainyhead gene Get1/Grhl3 also regulates urothelial differentiation. EMBO J 28: 1890-1903.

4. Kayala MA, Baldi P (2012) Cyber-T web server: differential analysis of high-throughput data. Nucleic Acids Res 40: W553-559.

5. Dennis G, Sherman BT, Hosack DA, Yang J, Gao W, et al. (2003) DAVID: Database for Annotation, Visualization, and Integrated Discovery. Genome Biol 4: P3.

6. Ben-Porath I, Thomson MW, Carey VJ, Ge R, Bell GW, et al. (2008) An embryonic stem cell-like gene expression signature in poorly differentiated aggressive human tumors. Nat Genet 40: 499-507.

How the deposited data were processed for this re-analysis (not part of the article)

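Gene expression was measured on Affymetrix Mouse Gene 1.0 ST arrays, 1 per RNA sample, in 2 experiments. In the first, 42 arrays held RNA from laser-captured TEB and duct cells of WT and DN-Clim mice at 4, 6, 8 and 10 weeks. In the second, 8 arrays held RNA from basal and luminal cells sorted from WT and DN-Clim mice, with 2 arrays per group. Conditions and replicate numbers were taken from the sample labels and the paper, never from the values. The 2 WT duct arrays and the 4 luminal arrays with conflicting labels were mapped by the label fields that the paper settles. Every column of the deposited table belonged to a mapped sample.

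The authors summarised the probes of each probe set with PLIER, and the deposited values are intensities on a linear scale, 1 per probe set and array. The version of PLIER, its background correction and any normalization between arrays are not given in the sources used here. The authors took logarithms, centred the values and set unit variance after the step at which the table was deposited, so the table holds none of these. The table has 35557 probe sets, of which 21789 carry 1 gene symbol in the platform annotation used here, 1621 carry several and 12147 carry none, and no gene was named from a probe set with several symbols. Gene symbols are those of that annotation, apart from Areg, whose probe set is named only in Datasets S3, S4 and S6.

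Intensities under 1 were set to 1 and log2 was taken. Probe sets under 200 on all laser capture arrays, or under 150 on all sorted cell arrays, were left out as in the study, which kept 22693 and 19534 probe sets. Each gene was represented by its probe set with the highest mean, giving 13362 and 12471 genes. Among genes past the test in DN-Clim ducts, 93 had more than 1 probe set and 2 of these had a probe set that ran the other way. In DN-Clim TEBs, WT TEB against duct, the 3 comparisons of sorted cells and the differences between DN-Clim effects no called gene did, and the F tests over ages were not checked for this. No other normalization was applied in the values given first. Median intensity per array was 184 to 221 for laser capture arrays apart from 1 at 156, and 119 to 130 for sorted cells. Arrays carry no read depth, and their number limits the precision.

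Groups were compared on the log2 scale with limma 3.58.1 in R 4.3.3, with lmFit, eBayes with a variance trend, and Benjamini-Hochberg adjustment over the genes tested. Genes at an adjusted p under 0.05 were counted. WT TEB and duct arrays were fitted together with the mouse as a random block (duplicateCorrelation, consensus correlation 0.228), and their difference was averaged over the 4 ages. DN-Clim and WT arrays were compared within each structure, averaged over the ages and at each age. The difference of the DN-Clim effect between TEB and duct was tested with all 42 arrays and the mouse as a block (consensus correlation 0.368). Changes with age were tested with an F test over the 4 ages in each WT structure. The study used BETR for this step, which was not run here. The 8 sorted cell arrays were fitted in 1 model. The study's rules were applied beside these tests, namely a 1.5-fold change with an unadjusted p under 0.01 at 2 or more ages for laser capture and an unadjusted p under 0.001 for sorted cells, with limma and with Cyber-T (window 101, confidence 10) and with folds on the log2 scale of the intensities, where the study first set the data to unit variance. Overlaps were tested with Fisher's exact test over the genes tested in both comparisons.

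Before the data were examined, gene lists were fixed for the cell cycle and DNA replication, ribosome biogenesis, basal myoepithelial, pan-luminal, hormone-sensing and milk and alveolar genes, epidermal differentiation, Wnt, FGF and ErbB signaling, basal stem cell factors, metalloproteinases, the Clims and their partners, immediate-early and heat shock genes, and markers of adipocytes, fibroblasts, endothelium, macrophages, lymphocytes, skeletal muscle and red blood cells. The genes of Fig. 3F and Fig. 3G were taken from the paper, and lists of imprinted growth genes and of structural noncoding RNAs were fixed after reading the study's tables. Each list was tested with camera at a preset correlation of 0.01 and again with an estimated correlation, and 24 lists had enough measured genes in captured samples and 23 in sorted cells. The genes named in the text are the 10 with the largest increase and the 10 with the largest decrease among those past the adjusted test and changed the same way at all 4 ages, or with groups that do not overlap in sorted cells, the 10 with the largest range over the ages, every gene that the paper names in its text or in Figs. 3F, 3G, 5 and S4, and list members with the largest change as examples. Values of genes in Datasets S1 to S7 had been seen when that rule was written.

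Replicate numbers were checked as pairs by the correlation, over genes, of deviations from the group means. TEB and duct arrays of the same genotype, age and number had a median correlation of 0.575 over 21 pairs, 20 of them over 0.1, and −0.08 for the pair that holds WT TEB replicate 1 at 6 weeks. Basal and luminal arrays of the same genotype and number had 0.221 to 0.289 over 4 pairs. Neither the labels nor the paper states that a number marks 1 mouse, so both pairings rest on the numbers of mice per group and on these correlations. WT and DN-Clim arrays of the same number were not paired (median correlation −0.04 in ducts, −0.04 in TEBs and −0.06 in sorted cells). P-values measure the spread between littermates of 1 litter per age.

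The alternatives tried were another offset before the logarithm, no filter on low values, quantile normalization, scaling of arrays, no variance trend, all probe sets in place of 1 per gene, other blocks, other thresholds, Cyber-T, and leaving out each array in turn. Scalings with genes at unit variance, fits without the 6-week or the 8-week arrays, fits without the 2 WT duct arrays with conflicting labels, and folds on a natural log scale were added after the data were seen.

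The fits were tested on simulated data with the means and variances of the real genes, in which 200 genes were changed. At a 1.5-fold, 2-fold and 4-fold change limma recovered 80.6%, 89.6% and 100% of them for the DN-Clim effect in TEBs, 88.1%, 92.5% and 100% in ducts, and 82.1%, 91.0% and 98.5% for WT TEB against duct, among 13362 genes. For the F test over ages it recovered 32.8%, 58.2% and 87.9% in TEBs and 49.3%, 77.6% and 97.0% in ducts. Among 12471 genes of sorted cells it recovered 2.99%, 29.9% and 84.8% for the DN-Clim effect in basal cells, 1.49%, 29.9% and 80.3% in luminal cells, and 1.49%, 31.3% and 80.3% for WT basal against luminal cells. Camera found the 1 list that was shifted, and no other, among 24. Cyber-T gave 8.61% of unchanged genes a p under 0.05.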

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

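The tests of whether less stroma was captured, the correlations of the arrays with conflicting labels, the random divisions for the counts at 8 weeks, and the fits that leave out 1 array for the TEB count at 8 weeks or for differences between DN-Clim effects were chosen after the data were seen, and the other tests of this part were set before their results were.

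Averaged over the ages, markers of stromal cells had lower levels in captured DN-Clim epithelium. Over the fibroblast, endothelial, macrophage and adipocyte lists, the median log2 fold change was −0.18 in TEBs (0.07, −0.08, −0.39 and −0.38 at 4, 6, 8 and 10 weeks). In ducts it was −0.23 (0.01, −0.08, −0.42 and −0.45). Among their abundant genes, Dcn had −0.17 in TEBs and −0.23 in ducts (adjusted p = 0.396 and 0.0244 from limma). Car3 had −0.14 and −0.16 (0.305 and 0.0976), and Lyz2 had −0.39 in ducts (0.0462) and did not pass in TEBs. The duct call of Lyz2 ended in 15 of 21 fits without 1 array, and that of Dcn in 4. The arrays were divided within each age 100 times, the real division included. Of these, 3 gave a median as low in TEBs (the lowest of the others −0.22) and 1 in ducts (−0.18). So low a median was rare by chance in TEBs, though not excluded, and no other division gave it in ducts. The median of −0.20 without WT TEB replicate 1 at 6 weeks argues against that array as the cause. Less stroma cut out with the DN-Clim epithelium would lower the 4 lists alike, and it stays open as a candidate explanation, since all 4 medians lay below 0 and a permutation of genes over the lists gave a two-sided p of 0.0692 for their range of 0.12 in TEBs and of 0.805 for 0.05 in ducts. Laser capture has no gate that would remove these cells, though the study cut its sections so as to take little stroma or fat, and 17 of 18 fibroblast, 15 of 16 endothelial, 6 of 12 macrophage and 7 of 14 adipocyte markers also passed the intensity filter in sorted epithelial cells. A change in the stroma around DN-Clim epithelium, or in such genes within it, was not tested. The paper reports delayed ductal elongation in DN-Clim mice, and a part of such a delay in these values was not tested either.

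At 8 weeks, 240 genes differed between DN-Clim and WT TEBs and 498 between DN-Clim and WT ducts, while limma called 0, 1 and 0 in TEBs at 4, 6 and 10 weeks (683, 1149 and 1032 at an unadjusted p under 0.05) and 5, 12 and 5 in ducts. Several random divisions of the TEB arrays within each age gave more than 240 genes at 8 weeks, up to 972. Chance therefore cannot be excluded for the TEB count. No division of the duct arrays reached 498 (the highest 331). That duct count fell far below 331 without WT duct replicate 1 or 2 at 8 weeks, but such a fit leaves 1 WT array. Of the genes called at 8 weeks, 44.0% in ducts and 47.9% in TEBs were higher in DN-Clim mice, and the TEB count was 361 without WT TEB replicate 1 at 8 weeks (80.9% higher), 8 without replicate 2 (37.5%) and 838 without WT TEB replicate 1 at 6 weeks. Less captured stroma cannot be told apart from other causes, since the 4 stromal lists had a median log2 fold change of −0.39 in TEBs and −0.42 in ducts at 8 weeks but also of −0.38 and −0.45 at 10 weeks, and less stroma raises the share of epithelial RNA too. For ducts a mislabelled WT duct replicate 2 stays open. A fit without that array decides nothing, since it leaves 1 WT array, which is assumed to vary like the other groups. The count fell as well without replicate 1, whose labels do not conflict. Against a mislabelled array stands its correlation of 0.993 with replicate 1, above its 0.989 and 0.972 with the WT TEB arrays of that age. The TEB count, on which the label has no bearing, decides nothing either, since random divisions reached that count. A stronger effect of the transgene at 8 weeks, or of the litter of that age, was not tested. Nor was the delayed ductal elongation that the paper reports in DN-Clim mice.

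In sorted DN-Clim luminal cells, epidermal genes and fibroblast markers had higher means than in WT luminal cells. Basal cells in the luminal gate are argued against as the source of the epidermal genes, since 1 of the 11 measured genes of Fig. 3G, Bnc1, had a higher mean in DN-Clim basal than in DN-Clim luminal cells. The study chose these 11 for their rise in these luminal arrays, which favours a higher luminal mean, so the argument covers these genes alone. Col1a1, Col1a2, Col3a1, Dcn and Lum had a median log2 fold change of 0.94 in luminal cells, with Dcn at log2 9.84 in WT and 11.22 in DN-Clim luminal cells, Col1a1 at 8.05 and 8.32, and Col3a1 at 7.69 and 8.09. Fibroblasts as a candidate source cannot be told apart from a change in the luminal cells, since these genes rose unequally over 2 arrays per group, and the sort, which removed cells with blood and endothelial markers, held no marker against fibroblasts beyond CD24 and CD29. An effect of DN-Clim basal cells on luminal cells was not tested apart from these.

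WT TEB replicate 1 at 6 weeks stood apart from the other WT TEB arrays, with a median intensity of 156 (the next lowest 206), 9.53% of probe sets under an intensity of 1 (the next highest 0.948%) and a median correlation of 0.815 with the other laser capture arrays (the next lowest 0.897). WT duct replicate 3 at 6 weeks had 1.85% of probe sets under 1, where the next highest WT duct array had 0.661%. WT duct replicate 2 at 10 weeks had a median correlation of 0.909, where the next lowest had 0.928, and this array, 1 of the 2 with conflicting labels, correlated at 0.984 and 0.960 with WT TEB replicates 2 and 1 of that age and at 0.949 with WT duct replicate 1. Each set of 10 arrays mixes the 4 ages, and chance marks about 1 in 20 such sets.

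The DN-Clim effect differed between basal and luminal cells for 6 genes, and for 1 with the replicate pair as a block.

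Between 8 to 10 weeks and 4 to 6 weeks, the DN-Clim effect in TEBs differed for 17 genes, 1 higher and 16 lower at the later ages, and for 47 with quantile normalization and 30 with arrays at a common mean and variance. Of 100 divisions of the arrays within each age, the real one included, 3 gave as many (the highest of the others 53). So large a count was rare in such divisions, but chance is not excluded, since several counts were tested this way. Why a division gave several times the real count was not tested. The count was 10, 2 and 0 without WT TEB replicates 1, 2 and 3 at 4 weeks, 9 and 7 without replicates 1 and 2 at 6 weeks, 0 and 1 without replicates 1 and 2 at 8 weeks and 1 without replicate 2 at 10 weeks. Without 1 DN-Clim TEB array it was 1 for replicates 1 and 3 at 4 weeks, 36 and 0 for replicates 1 and 2 at 6 weeks, 0 for replicate 1 at 8 weeks, and 3, 52 and 5 for replicates 1, 2 and 3 at 10 weeks.

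In ducts the effect differed between these ages for 92 genes, 5 higher and 87 lower at the later ages, and for 37 with quantile normalization and 26 with arrays at a common mean and variance. Of 100 such divisions, 3 gave as many (the highest of the others 748). So large a count was again rare, but chance is not excluded, for the same reason. Why a division again gave several times the count was not tested. The count was 34, 20 and 9 without WT duct replicates 1, 2 and 3 at 4 weeks, 21, 11 and 41 without those at 6 weeks, 6 and 0 without replicates 1 and 2 at 8 weeks, and 444 and 29 without those at 10 weeks. Without 1 DN-Clim duct array it was 10 and 9 for replicates 2 and 3 at 4 weeks, 47 and 8 for replicates 1 and 2 at 6 weeks, 9 for replicate 1 at 8 weeks, and 294 and 42 for replicates 2 and 3 at 10 weeks.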

How the results depend on the processing

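Fits without the 6-week or 8-week arrays or the 2 WT duct arrays with conflicting labels, folds on a standardized or natural log scale, the random block in sorted cells, and the fits that leave out 1 array for differences between DN-Clim effects or for listed genes were chosen after the data were seen. No called fold change of a named gene reversed under any setting run. Leaving single arrays aside, the fold change kept its direction and its side of the threshold in 432 of 530 values for WT TEB against duct, 371 of 416 for DN-Clim TEBs, 426 of 477 for DN-Clim ducts, 324 of 330 for WT basal against luminal cells, 252 of 264 for DN-Clim basal and 237 of 246 for DN-Clim luminal cells. A fold change past the threshold under neither setting turned its direction in 19, 9, 17, 2, 3 and 2 of these. Where a count below moved by over 1.5 times, the cause was not tested, apart from stricter thresholds and fits with fewer arrays. Signal over background limits genes near an intensity of 1.

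With an offset of 16 the TEB signature held 9 genes and 16 differed in DN-Clim basal cells. With no expression filter 29 genes differed between WT TEB and duct, with no variance trend 56, and with quantile normalization 421, while the TEB signature then held 29 and 259 differed in DN-Clim TEBs. At an unadjusted p under 0.001, 1406 genes changed with age in TEBs and 1232 in ducts, the duct signature held 11, and the study's rule gave 16 TEB and 40 duct genes. In sorted cells, that p with a 1.5-fold change gave 1972 genes between WT basal and luminal cells, 62 in DN-Clim basal and 69 in DN-Clim luminal cells, and an unadjusted p under 0.01 gave 361 and 244 in the last pair. By the study's rule Cyber-T called 201 genes in DN-Clim TEBs and 299 in ducts. That rule also differs in threshold from the adjusted test, which averages over the ages. In sorted cells Cyber-T called 426 genes in basal and 192 in luminal cells.

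TEB against duct gave 22 genes with no replicate block and 250 with a fixed one. With a block for WT and DN-Clim arrays of 1 number, which are not paired, 98 genes differed in TEBs and 945 in ducts. With such a block of unpaired arrays in sorted cells, 2 genes differed in DN-Clim basal and 1 in luminal cells. With the basal and luminal pair as a block, 1 differed between their effects. As a random block that pair gave 4998 between WT basal and luminal cells, 10 in DN-Clim basal and 8 in luminal cells. For the difference between these effects, the adjusted p from camera was 0.181 without and 0.00528 with the block for cell cycle genes, and 0.0799 and 0.039 for epidermal differentiation. Apart from these and the named genes given at their values, the block moved no count of calls by over 1.5 times.

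With arrays and genes at unit variance and the fold on that scale, the signatures held 1140 TEB and 551 duct genes and the study's rule called 390 duct genes, or 372 with Cyber-T. With folds on a natural log scale, 1915 genes differed between WT basal and luminal cells, 59 in DN-Clim basal and 65 in luminal cells. Without the 6-week arrays the counts were 387 for TEB against duct, 5792 with age in TEBs, 11 in the duct signature, 524 in DN-Clim TEBs and 1199 in ducts. Without the 8-week arrays they were 36 for TEB against duct, 1252 with age in ducts, 10 and 8 in the signatures, 9 in DN-Clim TEBs and 109 in ducts, and 18 and 33 by the study's rule. Without the WT duct arrays with conflicting labels they were 34, 989 with age in ducts, 229 in DN-Clim ducts and 55 by the study's rule.

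With 1 array left out, TEB against duct ran from 26 (WT TEB replicate 2, 10 weeks) to 519 (WT TEB replicate 1, 6 weeks), and beyond 1.5 times also 40, 69 and 77 without WT duct replicates 1, 2 and 3 at 4 weeks, 57 and 32 without WT TEB replicates 2 and 3 at 4 weeks, 397, 62 and 76 without WT duct replicates 1, 2 and 3 at 6 weeks, 40 and 32 without WT duct and 285 and 39 without WT TEB replicates 1 and 2 at 8 weeks, and 39 without WT duct and 38 without WT TEB replicate 1 at 10 weeks. Changes with age ran from 1610 (WT TEB replicate 3, 4 weeks) to 5044 (WT TEB replicate 1, 6 weeks) in TEBs and from 1299 (WT duct replicate 2, 8 weeks) to 4127 (WT duct replicate 1, 10 weeks) in ducts. The TEB signature ran from 11 (WT TEB replicate 3, 4 weeks) to 1.0e+02, rounded (WT duct replicate 1, 10 weeks), and the duct signature from 15 (WT duct replicate 2, 8 weeks) to 90 (WT TEB replicate 1, 10 weeks), with 40, 55, 59 and 45 without WT TEB replicate 3 at 6 weeks, WT TEB replicate 1 at 8 weeks and WT duct replicates 1 and 2 at 10 weeks.

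DN-Clim genes of TEBs ran from 40 (DN-Clim replicate 1, 6 weeks) to 325 (DN-Clim replicate 3, 8 weeks), with 72, 95 and 98 without WT replicates 1, 2 and 3 at 4 weeks, 291 and 92 without WT replicates 1 and 2 at 6 weeks, 89 and 44 at 8 weeks and 50 and 75 at 10 weeks, and 82, 82, 91 and 97 without DN-Clim replicates 2 and 3 at 4 weeks, 1 at 8 weeks and 1 at 10 weeks. In ducts they ran from 722 (WT replicate 2, 10 weeks) to 2622 (DN-Clim replicate 1, 10 weeks), with 1234 without WT replicate 3 at 4 weeks, 746 and 903 without WT replicates 1 and 2 at 8 weeks, 982 and 1143 without DN-Clim replicates 1 and 2 at 6 weeks and 1307 without DN-Clim replicate 1 at 8 weeks. By the study's rule they ran from 42 (WT replicate 2, 8 weeks) to 102 (DN-Clim replicate 2, 10 weeks) in TEBs and from 80 (WT replicate 2, 10 weeks) to 210 (WT replicate 1, 10 weeks) in ducts. The differences between later and earlier ages ran from 0 to 52 genes in TEBs and from 0 to 444 in ducts, and were 47 and 37 with quantile normalization and 30 and 26 with arrays at a common mean and variance. In sorted cells the counts ran from 2706 to 4075 between WT basal and luminal cells, 3 to 16 in DN-Clim basal and 2 to 52 in luminal cells, and 0 to 5 for the difference between their effects. An array left alone in its group is assumed to vary like the other groups.

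By the study's rules, DN-Clim duct genes and the duct signature shared 3 genes, basal cells and TEBs 2 higher and 1 lower, basal cells and ducts 2 higher and 3 lower, luminal cells and TEBs 1 lower, and luminal cells and ducts 1 higher and 4 lower. Of the listed genes past the test in DN-Clim TEBs, 16 of 21 lost the call without at least 1 array, as did 56 of 85 in ducts, and none turned its direction. With an estimated correlation in camera, the lists past the test went from 7 to 2 for TEB against duct, 14 to 0 and 11 to 0 for DN-Clim TEBs and ducts, 11 to 1 for WT basal against luminal cells, 15 to 0 and 9 to 0 for DN-Clim basal and luminal cells, 7 to 0 and 8 to 0 for the differences between cell types and between structures, and 12 to 0 and 13 to 0 for those between ages in TEBs and ducts.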

Differences from the paper's values

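Fits without the 6-week arrays, folds on a standardized or natural log scale and overlaps on them or of the study's own tables were chosen after the values were seen. The paper names BETR for changes with age, which was not run, and its text and legends state different thresholds for the same counts.

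The paper's count of temporally regulated genes is 7318 in TEBs, against 3416 here. Leaving single arrays aside, none of the alternatives set before the data were examined comes within 1.5 times of it (3552 with an offset of 16, 2728 with no filter, 4523 with quantile normalization, 3642 with arrays at a common mean and variance, 2885 with no variance trend, 3600 with all probe sets, and 1406 and 3149 at an unadjusted p under 0.001 and 0.01). With 1 array left out, also set before, the count was 5044 without WT TEB replicate 1 at 6 weeks, which comes within 1.5 times, and 1610 to 4076 without any other, which does not. Without the 6-week arrays, a setting chosen after seeing the values, the count was 5792, and how many of the paper's genes that drops is unknown, since the tables used here do not list them. In ducts the paper's count is 5870, against 3291 here, and 3953 with quantile normalization comes within 1.5 times, while 3326, 2860, 3898, 2871, 3628, 1232 and 3035 under the other alternatives, in the order above, do not. With 1 array left out it was 4127 without WT duct replicate 1 at 10 weeks, which comes within 1.5 times, and 1299 to 3900 without any other, which does not.

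The paper's signatures hold 1313 TEB genes and 815 duct genes, against 16 and 26 here. Leaving single arrays aside, the alternatives set before the data were examined gave 9 to 29 TEB genes and 11 to 37 duct genes, and with 1 array left out, also set before, 11 to more than 100 and 15 to 90, and none of them comes within 1.5 times. On the scale of arrays and genes at unit variance, chosen after seeing the values, the signatures held 1140 and 551 genes, among them 787 of the 1211 genes of Dataset S1 and 333 of the 662 of Dataset S2, and so drop the rest. The differences listed in Datasets S1 and S2 correlate with differences on that scale at 0.964 to 0.983 over their probe sets at each age. Of the 1211 genes of Dataset S1, 1172 had a higher mean in TEBs at 2 or more ages here, and of the 662 of Dataset S2, 658 had a higher mean in ducts.

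In DN-Clim basal cells the paper's count is 422 genes, 221 higher and 201 lower, against 10 here, 1 higher and 9 lower. In luminal cells it is 227 genes, 139 higher and 88 lower, against 7 here, 6 higher and 1 lower. Of the alternatives set before the data were examined, Cyber-T at an unadjusted p under 0.001 and a 1.5-fold change comes within 1.5 times of all 6 values, with 426 genes, 204 higher and 222 lower, in basal cells and 192, 123 higher and 69 lower, in luminal cells. An unadjusted p under 0.01 with a 1.5-fold change in limma gave 361 basal genes, 254 lower, and 244 luminal genes, 129 higher and 115 lower, all within 1.5 times, and 107 higher basal genes, which is not. At an unadjusted p under 0.001 limma gave 62 and 69, and no other alternative comes within 1.5 times. The log2 of the fold changes listed in Datasets S6 and S7 matches a difference in natural logs, with a median ratio of 0.693 to the log2 differences here in both. The listed folds are therefore smaller than the ratios of intensities here. Over the probe sets these log2 values correlate with the log2 differences here at 1 in Dataset S6 and at 0.965 in Dataset S7. Some values of Dataset S7 therefore differ from those here. Examples that match, as the log2 of the listed fold, are −2.67 for Wif1 and −1.07 for Lgr5 in basal cells and 3.42 for Krt4 in luminal cells.

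The paper states that Fgfr2 is lower in DN-Clim TEBs, ducts, basal and luminal cells. Its means were lower in each, with adjusted p = 0.0947, 0.06, 0.615 and 0.689 from limma. In ducts the adjusted p was 0.0418 without WT duct replicate 2 at 4 weeks, and 0.0403, 0.049 and 0.0341 without DN-Clim duct replicate 1 at 4 weeks, 1 at 10 weeks and 3 at 10 weeks, and no other rule or setting run calls Fgfr2. The paper states that Lgr5 is lower in TEBs, ducts and basal cells, and it passed in TEBs and ducts and had adjusted p = 0.371 in basal cells, where Cyber-T calls it. In the copies of Datasets S3, S4, S6 and S7, the study's tables for TEBs, ducts, basal and luminal cells, Lgr5 has 0, 1, 1 and 0 entries, Fgfr2 1, 1, 0 and 0, Erbb2 0, 0, 0 and 1, and Erbb3 0 in each. For Erbb2 and Erbb3, which the paper states are lower in TEBs, ducts and luminal cells, the adjusted p in luminal cells was 0.211 and 0.506, and Erbb2 is called by Cyber-T and by limma at an unadjusted p under 0.01 with a 1.5-fold change, while none of the rules run calls Erbb3. Averaged over the ages, Erbb2 had a log2 fold change of −0.06 in TEBs (adjusted p = 0.688) and 0.05 in ducts (0.623), and Erbb3 of −0.11 (0.474) and −0.03 (0.811), and no rule or setting run calls either there. At 6 weeks, the age of the paper's qPCR, Erbb2 had −0.59 and −0.28 and Erbb3 −0.38 and −0.34, with adjusted p from 0.3 to 0.542. Of the 11 measured genes of Fig. 3F, 1 passed here, 1 at an unadjusted p under 0.001 with a 1.5-fold change, 8 at 0.01 and 10 by Cyber-T. Of the 11 of Fig. 3G the numbers are 1, 3, 6 and 11, and Lce6a had adjusted p = 0.0438 with an offset of 16 and 0.0354 without WT luminal replicate 2.

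The paper states that DN-Clim genes are enriched for the signatures. For the 16 and 26 genes by the ratio of intensities, Fisher's exact test gave p = 0.17 in TEBs and 0.261 in ducts here, and 0.00212 in ducts by the study's rule for DN-Clim genes, with 3 shared genes. The WT arrays stand in both lists, so this p, which assumes independent lists, does not show enrichment. Arrays simulated with no change, the WT arrays included, shared a mean of 5.08 genes by that rule. They hold no real change with age, so this mean does not decide the question. With arrays and genes at unit variance, the signatures of 1140 and 551 genes shared 11 genes with the 106 DN-Clim genes of TEBs by the study's rule, where independent lists would share 9.04 (Fisher's exact test, p = 0.483), and 15 with the 390 of ducts, where they would share 16.1 (p = 0.897). With the DN-Clim genes at an adjusted p under 0.05 they shared 7 in TEBs, against 13.2 (Fisher's exact test, p = 0.0811), and 69 in ducts, against 81.2 (p = 0.141). Of the paper's own lists, the 60 genes named in Dataset S3 and the 1211 in Dataset S1 shared 3, against 5.44 (p = 0.368). These tables hold 66 and 1326 rows, so this overlap covers only the genes named in them and is no full test of the paper's lists. The copy of Dataset S4 holds 136 rows, where the paper gives 137 genes, and was not compared. Arrays simulated in that way shared means of 24.9, 46.7, 22.8, 115 and 15.2 genes in these 5 overlaps. For the same reason these means do not count against the paper's enrichment. The paper's markers of the sorted cells, Krt5, Krt14, Acta2, Krt8, Krt18, Gata3, Esr1 and Pgr, passed here in the direction it states. Of the genes named in Dataset S3, 59 of 60 ran in its direction here, as did 114 of 114 of Dataset S4, 385 of 386 of Dataset S6 and 206 of 206 of Dataset S7.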

Other observations

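The fits without the 8-week arrays or without 1 array were chosen after the data were seen, and the other tests of this part were set before their results were. The lists of imprinted growth genes and structural noncoding RNAs were fixed after reading the study's tables, so their direction in DN-Clim mice is not independent evidence.

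Mest, an imprinted gene of growing tissue, was lower in DN-Clim TEBs and ducts. Mest had a log2 fold change of −0.87 in TEBs (standard error 0.17, adjusted p = 0.021 from limma) and −1.09 in ducts (standard error 0.19, adjusted p = 0.00341). In TEBs its adjusted p was 0.0639 without WT replicate 2 at 8 weeks, 0.0631 without WT replicate 2 at 10 weeks and 0.0539 without DN-Clim replicate 1 at 6 weeks. Of 12 measured imprinted genes, all had lower means in both structures, with 1 past the test in TEBs and 4 in ducts, Mest, Nnat, Sgce and Cdkn1c (3 and 6 when adjusted over the list alone). Their median was −0.28 in TEBs (adjusted p = 6.01e-05 from camera, and 0.362 with an estimated correlation) and −0.29 in ducts (adjusted p = 6.48e-06, and 0.148 with an estimated correlation). The DN-Clim effect on Mest was lower at 8 to 10 weeks than at 4 to 6 weeks, by −1.88 in TEBs (adjusted p = 0.0439) and −2.31 in ducts (adjusted p = 0.017). In TEBs this held in 6 of 21 fits without 1 array, those without WT replicates 1 and 2 at 6 weeks and 1 at 10 weeks and DN-Clim replicates 2 at 4, 8 and 10 weeks, and ended in the other 15 (adjusted p up to 0.176, without WT replicate 2 at 10 weeks). In ducts it ended without WT replicate 1 or 2 at 8 weeks (0.0563 and 0.0811). Of 9 structural noncoding RNAs, 3 were higher in DN-Clim TEBs, Rpph1, Rmrp, with 0.61 (adjusted p = 0.0145), and Terc, the RNA of telomerase, with 0.67 (adjusted p = 0.018), and 1, Rnu3a, in ducts (5 and 1 over the list alone). The TEB call of Rpph1 ended in 13 of 21 fits without 1 array, and the duct call of Rnu3a in 4. The calls ended without DN-Clim TEB replicate 1 at 6 weeks for Rmrp (0.0514) and Terc (0.0572), and for Terc also without WT TEB replicate 2 at 8 weeks (0.0639) or 1 at 10 weeks (0.0506). Their median was 0.41 in TEBs (adjusted p = 7.63e-06, and 0.362 with an estimated correlation) and 0.25 in ducts (adjusted p = 0.289).

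Amphiregulin (Areg), an EGF family ligand whose probe set is named only in the study's tables, was higher in DN-Clim TEBs, with 0.86 (standard error 0.17, adjusted p = 0.0285), and ducts, with 0.88 (standard error 0.19, adjusted p = 0.0131). In ducts the secreted proteins Reln, with −1.44 (adjusted p = 0.0033), and Cxcl14, with −0.94 (adjusted p = 0.0004), were lower. Of 14 adipocyte markers, 4 were lower in ducts, the hormones Lep, with −0.94 (standard error 0.19, adjusted p = 0.00688), and Adipoq, and Lpl and Plin4, and 1, Lep, in TEBs, where its call ended without any 1 of 12 of the 21 arrays (adjusted p up to 0.11, without WT replicate 1 at 10 weeks) (5 and 2 over the list alone, list adjusted p = 2.47e-05 and 0.0012 from camera, and 0.358 and 0.362 with an estimated correlation). Of 12 macrophage markers, 4 were lower in ducts, Cd163, Lyz2, Mrc1 and Csf1r, and 0 in TEBs (4 and 2 over the list alone). The list had adjusted p = 0.000101 and 0.000733 from camera, and 0.358 and 0.362 with an estimated correlation. The duct call of Lyz2 ended in 15 of 21 fits without 1 array, that of Mrc1 in 12 and those of Cd163 and Csf1r in 5 each. Of the adipocyte calls in ducts, that of Lpl ended in 16 such fits, Adipoq in 11, Plin4 in 4 and Lep in none. Of 16 endothelial markers 0 passed in either structure (0 in ducts and 3 in TEBs over the list alone). Their list had adjusted p = 0.000325 and 0.000338 from camera, and 0.52 and 0.362 with an estimated correlation. In sorted DN-Clim basal cells such markers had higher means instead, with a median of 1.17 for 7 adipocyte markers (adjusted p = 0.000137) and 1.03 for 6 macrophage markers (adjusted p = 0.000867), both at 0.228 with an estimated correlation and with 0 genes past the test (3 and 1 over the list alone).

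Of 31 epidermal differentiation genes in captured samples, 2 were higher in DN-Clim TEBs, Sprr1a and Pkp1 (3 higher and 1 lower over the list alone), with a median of 0.13 (adjusted p = 0.0204, 0.596 with an estimated correlation, and 0.162 without WT TEB replicate 1 at 6 weeks). In ducts 3 were higher, Sprr1a, Dsg3 and Pkp1, and 2 lower, Cdsn and Cnfn (5 and 4 over the list alone, list adjusted p = 0.935). Of 8 hormone-sensing markers, 2 were higher in ducts, Esr1, with 0.26 (adjusted p = 0.0159, 0.207 without the 8-week arrays), and Tbx3, and 0 passed in TEBs (list adjusted p = 0.819 and 0.64). Of 13 pan-luminal markers, 2, Cldn7 and Elf3, were higher in ducts and 0 in TEBs (list adjusted p = 0.252 and 0.2). Of 13 milk and alveolar genes, Xdh was lower in both structures, and in ducts Csn3 was lower and Cd14 higher (list adjusted p = 0.541 in TEBs and 0.136 in ducts). Of 8 skeletal muscle markers, 1 was lower in ducts and 0 in TEBs, with a median of −0.74 in ducts (adjusted p = 0.000789, and 0.435 with an estimated correlation) and −0.19 in TEBs (adjusted p = 0.124). Of 11 lymphocyte markers, 1 was higher and 1 lower in ducts and 0 passed in TEBs (list adjusted p = 0.438 and 0.68). The 1 measured red blood cell marker changed with age in WT TEBs and ducts, with its highest mean at 10 weeks. In DN-Clim luminal cells, 21 of 26 immediate-early and heat shock genes had lower means and 0 passed, with a median of −0.36 (adjusted p = 0.00609, and 0.514 with an estimated correlation), and ribosome biogenesis genes had list adjusted p = 0.771 in DN-Clim basal and 0.846 in luminal cells.

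The arrays were divided within each age 100 times, the real division included. Between WT TEB and duct, 1 gave as many genes as the 117 (the highest of the others 36). For DN-Clim genes, 2 gave as many as the 155 in TEBs (253) and 1 as many as the 1970 in ducts (342). By the study's rule, 2 gave as many as the 76 in TEBs (91) and 1 as many as the 133 in ducts (86). Chance can be excluded for the count between TEB and duct and for those in ducts, which no other division reached. The DN-Clim counts in TEBs were rare in divisions, but another division reached each, so chance is not excluded there. Nor can chance be excluded for the signatures. There 36 gave as many as the 16 TEB genes (the highest of the others 212) and 26 as many as the 26 duct genes (137). Why divisions gave several times the real count was not tested. For the difference of the DN-Clim effect between TEB and duct, limma called 0 genes, with 1006 at an unadjusted p under 0.05, and since any division gives at least 0, all 100 do and they decide nothing. With TEB and duct exchanged within mice, 1 of 100 gave as many as the 117 genes (the highest of the others 2), and 17 and 11 as many as the signatures (145 and 174).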
